# AAV9-mediated Rbm24 overexpression induces fibrosis in the mouse heart

**DOI:** 10.1038/s41598-018-29552-x

**Published:** 2018-08-03

**Authors:** Maarten M. G. van den Hoogenhof, Ingeborg van der Made, Nina E. de Groot, Amin Damanafshan, Shirley C. M. van Amersfoorth, Lorena Zentilin, Mauro Giacca, Yigal M. Pinto, Esther E. Creemers

## Abstract

The RNA-binding protein Rbm24 has recently been identified as a pivotal splicing factor in the developing heart. Loss of Rbm24 in mice disrupts cardiac development by governing a large number of muscle-specific splicing events. Since Rbm24 knockout mice are embryonically lethal, the role of Rbm24 in the adult heart remained unexplored. Here, we used adeno-associated viruses (AAV9) to investigate the effect of increased Rbm24 levels in adult mouse heart. Using high-resolution microarrays, we found 893 differentially expressed genes and 1102 differential splicing events in 714 genes in hearts overexpressing Rbm24. We found splicing differences in cardiac genes, such as PDZ and Lim domain 5, Phospholamban, and Titin, but did not find splicing differences in previously identified embryonic splicing targets of Rbm24, such as skNAC, αNAC, and Coro6. Gene ontology enrichment analysis demonstrated increased expression of extracellular matrix (ECM)-related and immune response genes. Moreover, we found increased expression of Tgfβ-signaling genes, suggesting enhanced Tgfβ-signaling in these hearts. Ultimately, this increased activation of cardiac fibroblasts, as evidenced by robust expression of Periostin in the heart, and induced extensive cardiac fibrosis. These results indicate that Rbm24 may function as a regulator of cardiac fibrosis, potentially through the regulation of TgfβR1 and TgfβR2 expression.

## Introduction

Alternative splicing, a process to generate multiple mRNA transcripts from a single gene, underlies many developmental processes and can contribute to disease progression and severity in the heart^1,2^. Several pivotal splicing factors, such as RNA-binding motif protein 20 (RBM20), RNA-binding motif protein 24 (RBM24) and Splicing factor 3B subunit 1 (SF3B1), have been identified in the heart, and we are only just beginning to understand the function of specific protein isoforms, induced by these splicing factors, for cardiac physiology^3–5^. For instance, mutations in RBM20 lead to an early onset dilated cardiomyopathy through missplicing of multiple cardiac genes such as Titin, CamkIIδ, and RyR2^3^. SF3B1 is an HIF-1α driven splicing factor which is required for proper cardiac metabolism^4^. Interestingly, cardiac-specific loss of SF3B1 protects against pathological hypertrophy and contractile dysfunction, due to splicing regulation of ketohexokinase, a key metabolic enzyme^4^. The RNA-binding protein Rbm24 is a critical regulator of cardiac lineage differentiation of human embryonic stem cells and heart development. It has recently been shown that Rbm24 is upregulated during cardiac differentiation of human embryonic stem cell derived cardiomyocytes^6^, where it regulates alternative splicing of pluripotency and sarcomeric genes during differentiation^7^. Specifically, Rbm24 overexpression promotes, whereas Rbm24 knockdown inhibits cardiac lineage differentiation in human embryonic stem cells, by regulating over 200 alternative splicing events^7^. Along the same lines, knockdown of Rbm24 in the developing zebrafish heart results in compromised cardiac contractility, attributed to impaired sarcomere formation and decreased expression of sarcomeric genes^8^. Similarly, targeted disruption of Rbm24 in mice leads to embryonic lethality, due to cardiac malformations and impaired sarcomerogenesis^5^. In the developing mouse heart, Rbm24 regulates at least 68 alternative splicing events, mostly by promoting muscle-specific exon inclusion. Several of these Rbm24-mediated splicing events, e.g. Naca, Fxr1, or Abcc9, have been reported to underlie cardiac development, sarcomere formation and cardiomyopathies^5^. However, apart from regulating mRNA splicing, it is known that Rbm24 can stabilize mRNA targets, such as p21 and myogenin^9,10^. For myogenin, it has for example been shown that Rbm24 increases the half-life of the myogenin mRNA transcript by binding to its 3′UTR, and thereby promoting myogenic differentiation in C2C12 cells. In line with its multiple functions, Rbm24 is localized both in the nucleus, where it can influence alternative splicing, and the in the cytoplasm, where it can stabilize mRNA targets^11^. Overall, Rbm24 is well established as a pivotal RNA-binding protein and splicing factor in cardiac and myogenic differentiation and in the developing heart.

The role of Rbm24 in the postnatal and adult heart, however, is yet unknown. We have recently shown that Rbm38, a closely related family member of Rbm24, is dispensable for normal cardiac function, both at baseline and after pressure overload-induced cardiac remodeling^12^. Rbm24 and Rbm38 share 68% of sequence identity, which suggests they could be genetically redundant^12^. We hypothesized that, since Rbm38 is dispensable for proper cardiac structure and function, Rbm24 might be more important in the adult heart. Therefore, we used adeno-associated virus serotype 9 (AAV9)-mediated overexpression of Rbm24, to examine its role in the early postnatal and adult mouse heart. We found that overexpression of Rbm24 increases cardiac fibrosis. We suggest that Rbm24 overexpression in the mouse heart increases the expression of Tgfβ- and extracellular matrix (ECM)-related genes, such as TgfβR1 and TgfβR2, and thereby activates collagen synthesis.

## Materials and Methods

### AAV generation

A flag-tagged (N-terminal) open reading frame of mouse Rbm24 (ENSMUST00000037923;NCBIm37) was cloned into the pZac2.1 vector (under control of a CMV-promotor) and was subsequently used for AAV generation. AAVs were generated by the AAV Vector Unit at ICGEB Trieste (http://www.icgeb.org/avu-core-facility.html) following a protocol as previously described^13^. AAVs encoding GFP were used as control.

### Mouse injections

Wildtype mice (C57/Bl6) were injected intraperitoneally with 2 × 10^12^ (low dose) or 4 × 10^12^ (high dose) viral genomes (vg) at 1 week of age, and sacrificed 2 weeks, 4 weeks, or 8 weeks after injection, after which heart and liver were harvested. Number of animals used per group: low dose 2 weeks: 4 AAV9-GFP and 4 AAV9-Rbm24, high dose 2 weeks: 4 AAV9-GFP and 4 AAV9-Rbm24, low dose 8 weeks: 3 AAV9-GFP and 5 AAV9-Rbm24, high dose 4 weeks: 6 AAV9-GFP and 6 AAV9-Rbm24. All animal studies were approved by the Institutional Animal Care and Use Committee of the University of Amsterdam, and in accordance with the guidelines of this institution and the Directive 2010/63/EU of the European Parliament.

### RNA isolation and (q)RT-PCR

RNA was isolated using TRIreagent (Sigma-Aldrich) using the manufacturer’s protocol. After DNAse (Invitrogen) treatment of 1 µg RNA, cDNA was generated with SuperScript II (Invitrogen). RT-PCRs were performed with Hot Fire Taq polymerase (Solis Biodyne) using standard protocols. qPCR was done using SYBR Green (Roche) on a LightCycler 480 II (Roche) and analysis was done using LinRegPCR software^14^. Primer sequences can be found in Supplemental Table 1.

### Protein isolation and Western blotting

Protein was isolated from heart tissue (right ventricle) by grinding the tissue in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 0.2% sodium deoxycholate, 0.1%SDS, 1 mM Na3VO4, 1 mM PMSF) supplemented with protease inhibitor cocktail (Roche) with repeated freeze-thaw cycles. Protein lysates were cleared by centrifugation (14000 g for 15 min at 4 °C). Protein concentration was measured using the BCA protein assay (Pierce). Proteins were separated by SDS-PAGE and transferred to PVDF membranes (Bio-Rad). Membranes were blocked for 1 hr at RT, and overnight incubated with primary antibodies at 4 °C. The next day, membranes were washed with TBS-T (3 × 5 min) and incubated with a HRP-conjugated secondary antibody for 1 hr at RT. Western blots were developed using ECL prime western blotting reagent (Amersham Biosciences) and visualized using an ImageQuant LAS4000 (GE Healthcare Europe). Antibodies can be found in Supplemental Table 1.

### Histological analysis

Hearts were fixed overnight in 4% paraformaldehyde, transferred to 70% ethanol, dehydrated, and embedded using standard techniques. Sections of 5 µm were stained with Hematoxylin and Eosin for gross morphology and Picrosirius Red for fibrosis. Per section, 5 pictures were taken from the LV using a light microscope (20x magnification). Fibrosis quantification was done using an in-house macro in ImagePro 6.2^12^. Perivascular fibrosis was manually omitted from the pictures. Number of animals used per group: low dose 2 weeks: 4 AAV9-GFP and 3 AAV9-Rbm24, high dose 2 weeks: 3 AAV9-GFP and 4 AAV9-Rbm24, low dose 8 weeks: 3 AAV9-GFP and 5 AAV9-Rbm24, high dose 4 weeks: 6 AAV9-GFP and 4 AAV9-Rbm24.

### Immunohistochemistry

Sections of 5 µm were deparaffinized and rehydrated in a series of ethanol. Antigens were retrieved by boiling sections for 5 min in antigen unmasking solution (H3300, Vector) in a pressure-cooker. Permeabilization was done by incubating sections in PBS-0.1% Triton X-100 for 15 min at RT. Sections were then blocked in 4% normal goat serum (NGS) in PBS for 1 hr at RT, and incubated with primary antibodies in 4% NGS in PBS overnight at 4 °C. Alexa Fluor 488 and Alexa Fluor 647 conjugated antibodies (Invitrogen) were used as secondary antibodies, and nuclei were visualized using DAPI (Molecular Probes). Pictures were taken on a Leica SP8 confocal microscope (Leica Microsystems). Antibodies can be found in Supplemental Table 1. Percentage of AAV9-flag-Rbm24 infected cardiomyocytes was calculated manually using confocal microscopy by counting the flag- and α-actinin positive cardiomyocytes. Between 350 and 800 cells were counted per heart.

### Transcriptome analysis

RNA from 3 AAV9-GFP and 3 AAV9-Rbm24 injected mouse hearts (high dose, 2 weeks after injection) was used for micro-array analysis. RNA quality was measured using the Agilent Bioanalyzer (all RIN values > 8.5). Gene expression and alternative splicing was examined using an Affymetrix Mouse Transcriptome Array 1.0. Gene expression and alternative splicing analysis was performed using Expression Console Software and Transcriptome Analysis Console Software from Affymetrix. Genes with a fold chance of at least 1.5 and an ANOVA p-value < 0.05 were used for gene ontology enrichment. The following cut-offs were used for alternative splicing analysis: probe detected in all samples, ANOVA p-value < 0.01, splicing index > 2, and only coding or complex genes were analyzed. Gene ontology enrichment analysis was done using the online gene ontology enrichment analysis tool Panther^15^.

### Statistical analysis

Data are presented as mean ± sem, and Mann-Whitney U-test was used to test for statistical significance. A p-value < 0.05 was considered significant.

### Data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Micro-array data has been deposited at Geo Datasets under accession number GSE110991.

## Results

### AAV9-mediated overexpression of Rbm24 in the mouse heart

In order to investigate a potential role for Rbm24 in the postnatal and adult heart, we generated AAV9 viruses encoding a flag-tagged open reading frame of mouse Rbm24. It has previously been shown that the AAV9 serotype preferentially infects cardiomyocytes, where it induces strong expression of the packaged genes^16,17^. We injected one-week-old wildtype mice intraperitoneally with a single bolus injection (2 × 10^12^ vg (low dose) or 4 × 10^12^ vg (high dose)) of either AAV9-GFP or AAV9-flag-Rbm24, and analyzed 2 weeks, 4 weeks, or 8 weeks later (Fig. 1A). Both the low dose and the high dose resulted in an approximately ~15-fold upregulation of Rbm24 mRNA in the heart, and Western blotting using an Rbm24 antibody showed that Rbm24 protein was efficiently produced in the hearts of animals that were transduced with AAV9-Rbm24 (Fig. 1B,C). We next examined the cellular origin of AAV9-induced flag-Rbm24, by co-immunohistochemical stainings with antibodies raised against flag and α-actinin, and revealed recombinant Rbm24 expression in ~13% of cardiomyocytes throughout the whole heart (Fig. 1D,E). Mice injected with the low dose showed no obvious abnormalities or signs of heart failure, but injection of the high dose caused mortality in 3 out of 6 mice after 3 to 4 weeks. Therefore, surviving mice injected with the high dose were sacrificed 4 weeks after injection, and mice injected with the low dose were sacrificed 8 weeks after injection. Mice sacrificed after 4 weeks or 8 weeks still overexpressed Rbm24, even though Rbm24 expression was less increased after 8 weeks than after 2 or 4 weeks after injection (Supplemental Figs 1 and 2). Heart weight/body weight (HW/BW) ratios were not different at 2 weeks after injection of the low dose of AAV9-Rbm24, but were slightly increased at 8 weeks after injection (Fig. 2A). After injection of the high dose, HW/BW ratios showed a trend towards an increased HW/BW ratio, both at 2 and 4 weeks after injection (Fig. 2A). It must be noted, however, that after injection of the high dose only mice that survived the first 4 weeks were analyzed, meaning that these results are biased towards mice that were least affected. Gross cardiac morphology was not different between AAV9-GFP and AAV9-Rbm24 at 2 weeks after injection of the low or high dose, as shown by H&E stainings (Fig. 2B). However, injection of the high dose resulted in severe cardiac dilatation and wall thinning at 4 weeks after injection (Fig. 2B). Even though we did not observe overt cardiac changes at 2 weeks after injection, we did find the stress marker Anf (or Nppa) to be upregulated, which was even further increased at 4 weeks and 8 weeks after injection, in the hearts of AAV9-Rbm24 injected mice (Fig. 2C). In conclusion, we generated an AAV9 virus encoding flag-Rbm24, which adequately induced Rbm24 expression throughout the heart. Injection of the low dose of AAV9-Rbm24 did not result in an overt cardiac phenotype at 2 or 8 weeks after injection, but did increase the stress marker Anf. Injection of the high dose of AAV9-Rbm24 did not result in an overt phenotype at 2 weeks after injection, but caused severe cardiac dilatation and mortality after 4 weeks.

**Figure 1:**
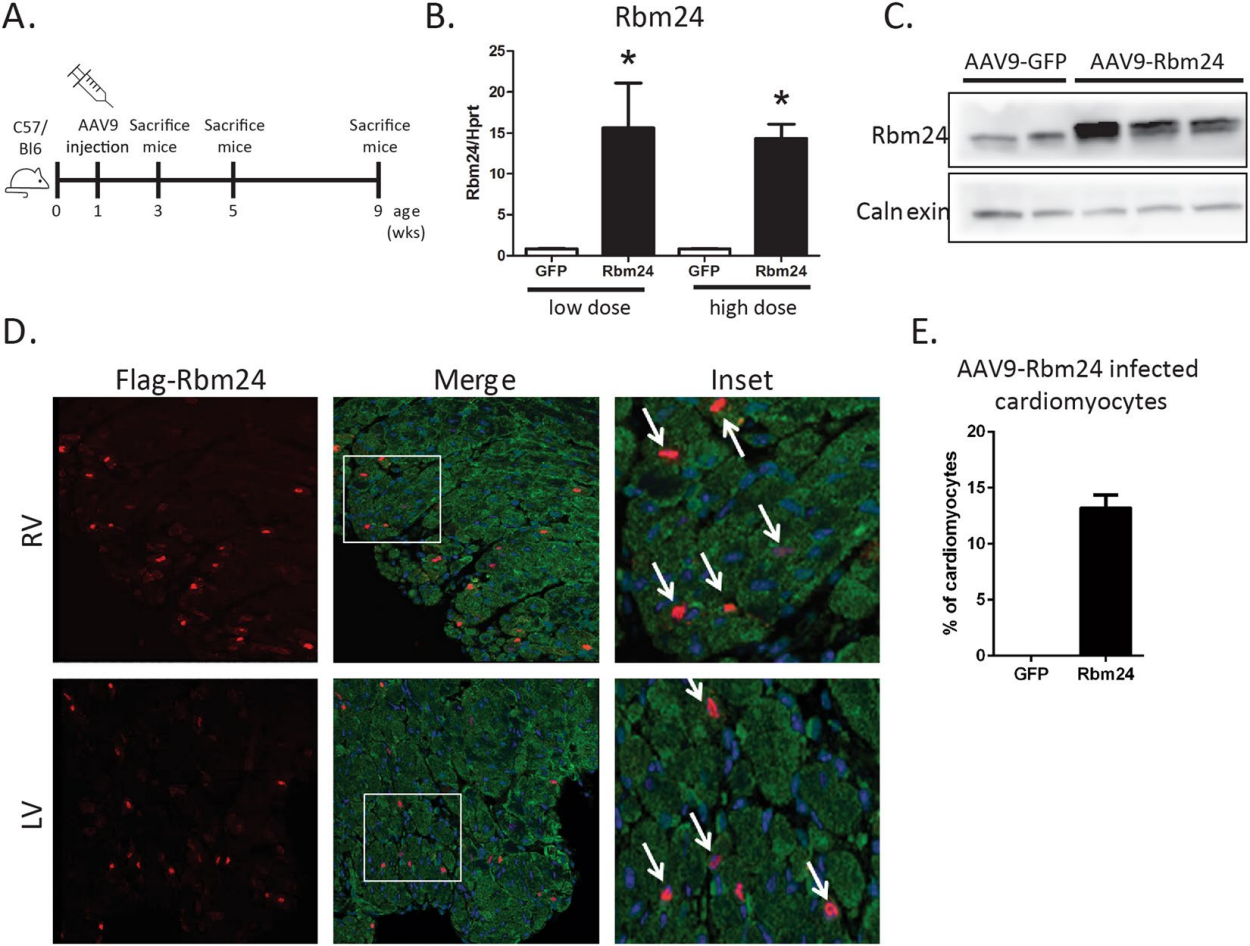
AAV9 injections in wildtype C57/Bl6 mice. (**A**) Experimental set-up. (**B**) qPCR analysis of Rbm24 in hearts of AAV9 injected mice, 2 weeks after injection (n = 3–4 per group). (**C**) Western blot of Rbm24 in hearts of AAV9 injected mice, 2 weeks after injection. (**D**) Immunohistochemistry of AAV9-induced Rbm24 with an anti-flag antibody (red). Sections were counterstained for α-actinin (green). Nuclei were stained with DAPI (blue). Inset: AAV9-infected cells were α-actinin positive, indicating that AAV9 infected cells are cardiomyocytes (white arrows). Sections were derived from hearts of AAV9 injected mice 2 weeks after injection. Magnification 40x. (**E**) Percentage of Flag-Rbm24 positive cardiomyocytes in the hearts of AAV9-infected mice.

**Figure 2:**
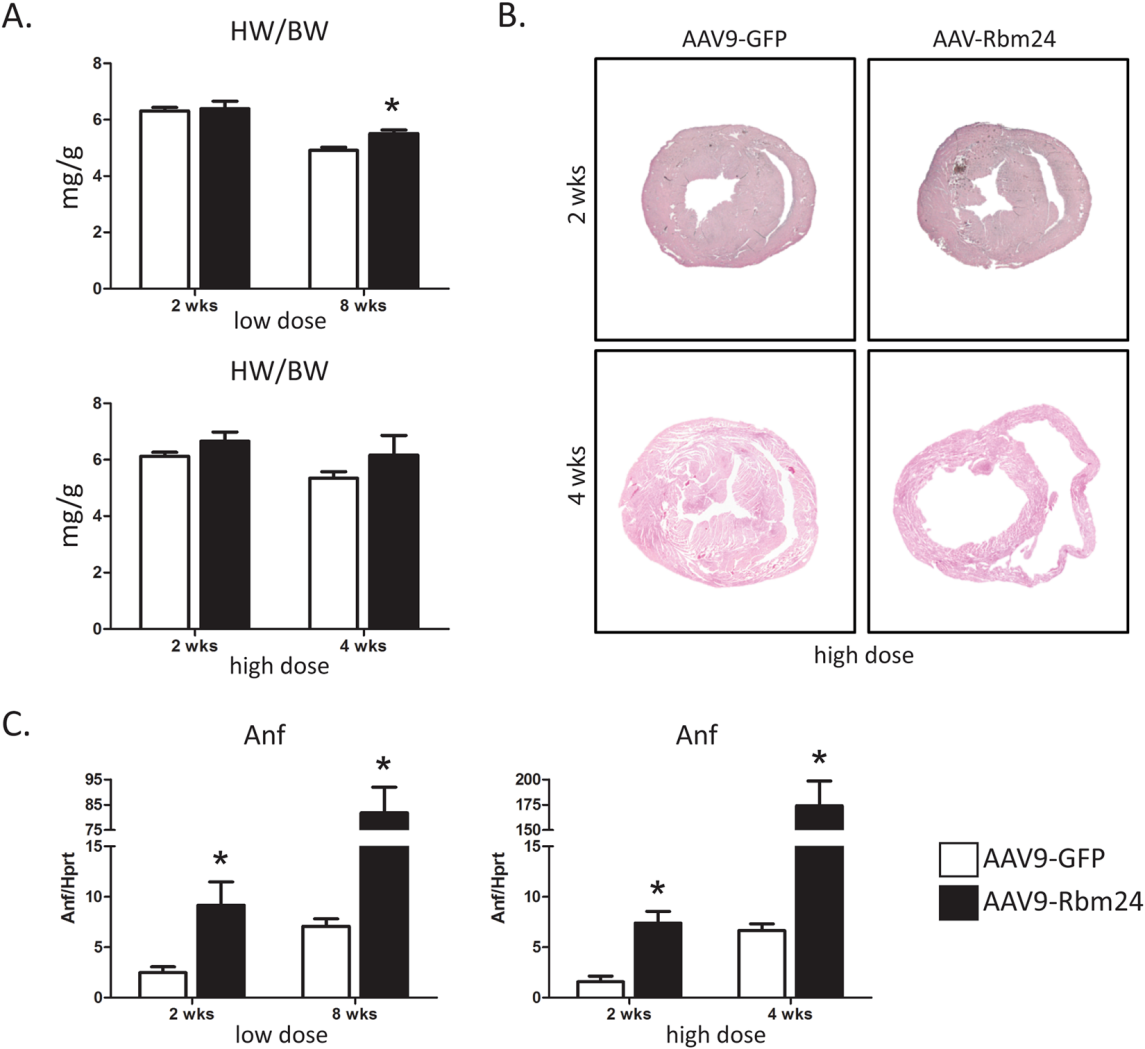
Cardiac phenotype of AAV9 injected mice. (**A**) Heart weight/body weight ratios of AAV9 injected mice (n = 3–6 per group). (**B**) H&E staining of hearts of AAV9 (high dose) injected mice, 2 and 4 weeks after injection. (**C**) qPCR analysis of Anf (Nppa) in the hearts of AAV9 injected mice (n = 3–6 per group).

### Gene expression and alternative splicing in AAV9-Rbm24 hearts

To interrogate alternative splicing events and gene expression changes in hearts of AAV9-Rbm24 injected mice, we isolated RNA from left ventricles and performed microarray analysis. We used the AffyMetrix Mouse Transcriptome Array 1.0, since this microarray platform contains approximately four probes per exon as well as probes that span exon-exon junctions, and roughly 40 probes per gene, and as such enables for high resolution gene expression and alternative splicing analysis. 

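Left ventricular RNA from 6 hearts was measured on 1-colour arrays, with 1 array per heart. Mice had been injected at 1 week of age with 4000000000000 vg (the high dose) of AAV9-GFP (n = 3 mice) or AAV9-Rbm24 (n = 3 mice) and were sacrificed 2 weeks later. The deposited values are gene-level log2 signals that the authors made with RMA, which corrects the background, normalizes between arrays and summarizes the probes of each transcript cluster, in Affymetrix Expression Console, as the submitters' processing notes name them. After 6732 control rows were left out, 65956 transcript clusters were tested, of which 31258 carried 1 gene symbol, 1492 several and 33206 none. For a gene with more than 1 cluster, the cluster with the highest mean over the 6 arrays was used. Group means were compared with limma (linear models with moderated variances) and p-values were adjusted by the Benjamini-Hochberg method over all clusters, so that 3 hearts in each group limit the precision of every value. The median signal per array lay between 5.49 and 5.67. The array of AAV9-GFP replicate 2 had the highest median (5.67) and stood apart on the first principal component, which held 37.4% of the variance, with a score of -64.3 against -9.7 and 0.8 for the other 2 AAV9-GFP arrays and 15.2, 16.8 and 41.4 for the AAV9-Rbm24 arrays. Signals stopped at a ceiling near 19.93. Clusters that followed the maximum of each array within 0.005, 71 in number, give no fold change. Exon and junction signals of single arrays were not analysed here.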

We first analyzed differential gene expression and found a total number of 646 genes to be at least 1.5-fold upregulated, of which 186 were protein coding. 

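Rbm24 itself had log2 signals of 13.95, 13.63 and 13.57 in the AAV9-GFP hearts and 14.58, 14.74 and 15.12 in the AAV9-Rbm24 hearts. This is a log2 fold change of 1.1 (standard error 0.17, adjusted p = 0.0607 from limma), or 2.14-fold, and every AAV9-Rbm24 heart was above every AAV9-GFP heart (exact two-sided permutation test, p = 0.1, the smallest p that 3 hearts against 3 allow). Rbm24 passed the adjusted threshold when clusters with a mean log2 signal of at least 6 were kept (adjusted p = 0.0481 from limma), of at least 8 (adjusted p = 0.0496 from limma), when only clusters with 1 gene symbol were tested (adjusted p = 0.0307 from limma) and with an intensity trend (adjusted p = 0.0481 from limma), and over all alternatives its adjusted p ran from 0.0307 to 0.417. At an adjusted p under 0.05, 159 transcript clusters were higher in the AAV9-Rbm24 hearts. The stress-inducible chaperone Hspa1a had the largest measured increase among those with a gene name of their own, from a log2 signal of 4.42 ± 0.13 (SD, n = 3) to 11.11 ± 0.82 (SD, n = 3), a log2 fold change of 6.69 (standard error 0.36, adjusted p = 0.00628 from limma). The AAV9-GFP signal lies below the median of every array, so the fold is a lower bound where that signal is background. This is 103-fold, while the paper's table of splicing events gives Hspa1a a smaller gene fold of 23.79, so the size of the rise is uncertain. The protease inhibitor Serpina3n rose by a log2 fold change of 4.86 (standard error 0.56, adjusted p = 0.0241 from limma), or 4.1 without AAV9-Rbm24 replicate 3. Its adjusted p with an array left out ran from 0.00141 without that replicate to 0.17 without AAV9-GFP replicate 2. Genes expressed in macrophages and other myeloid cells also rose, with log2 fold changes of 3.53 for the lysozyme gene Lyz2, 2.71 for Lyz1, 2.92 and 2.71 for the immunoglobulin-like receptors Lilrb4a and Lilr4b, 2.74 for Ms4a7, 2.61 for Mpeg1, 2.49 for the glucan receptor Clec7a and 2.37 for Cd84 (standard errors 0.20 to 0.43, adjusted p = 0.0113 to 0.0295 from limma). The growth factor gene Igf1 rose by 2.13 on the log2 scale (standard error 0.23, adjusted p = 0.0222 from limma). Lyz1 and Lyz2, like Lilrb4a and Lilr4b, are close paralogs that may share probes. At the thresholds of the paper, a fold change of at least 1.5 and an unadjusted p under 0.05, here from limma, 813 clusters were higher. The count at the adjusted threshold fell with each array left out. Then 7, 0 and 28 clusters were higher without AAV9-GFP replicate 1, 2 and 3, and 35, 13 and 90 without AAV9-Rbm24 replicate 1, 2 and 3. A fit with fewer hearts also has less power, so a lost call does not by itself show that 1 array carried it. Of the 11 genes above from Hspa1a to Igf1, the calls of 9, 11 and 8 ended without AAV9-GFP replicate 1, 2 and 3 and those of 7, 8 and 1 without AAV9-Rbm24 replicate 1, 2 and 3. Without AAV9-GFP replicate 2 the smallest adjusted p from limma was 0.0766, while 779 clusters still passed the thresholds of the paper.

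**Figure D1:**
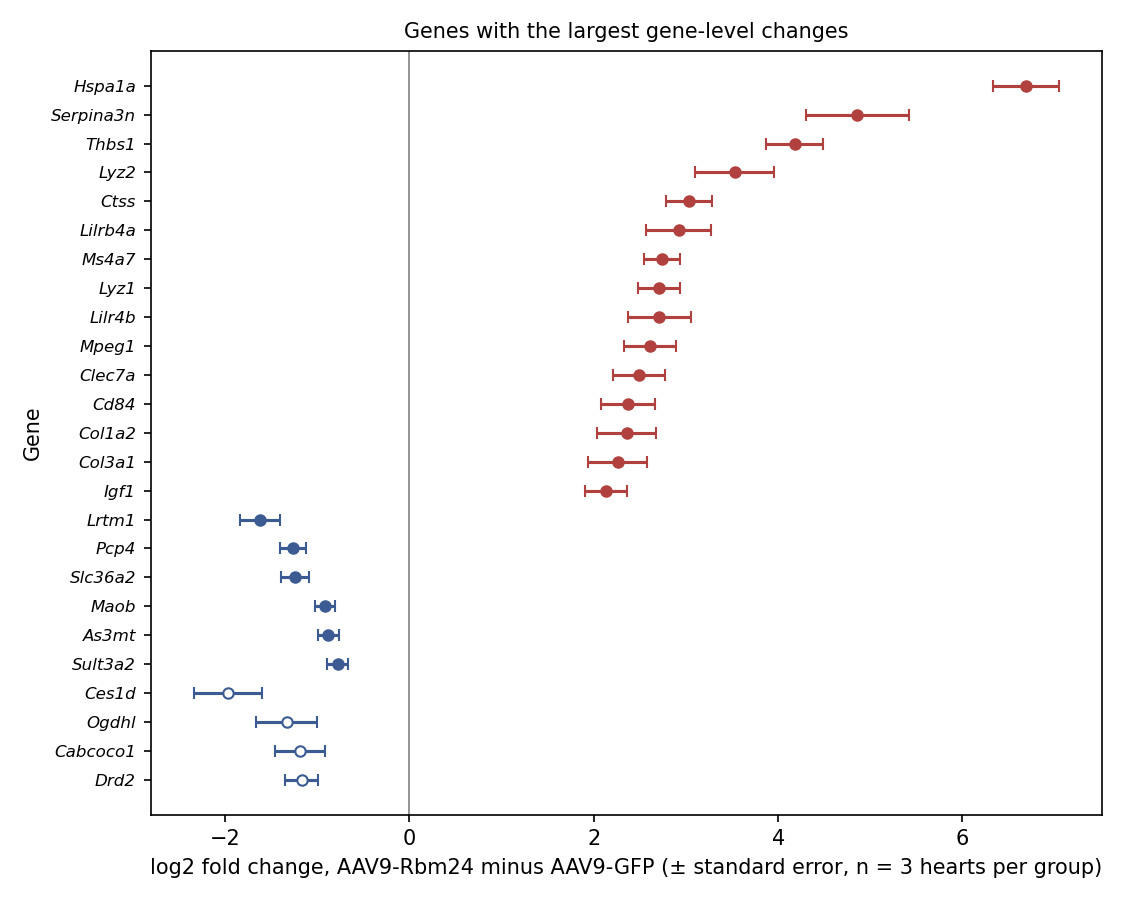
log2 fold change of 25 genes (horizontal axis, AAV9-Rbm24 minus AAV9-GFP, n = 3 hearts per group), with the standard error from limma as bars. Filled points passed the adjusted threshold, open points only the thresholds of the paper, and the values run from 6.69 for Hspa1a to -1.97 for Ces1d.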

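At an adjusted p under 0.05, 17 transcript clusters were lower in the AAV9-Rbm24 hearts, and 364 were lower at the thresholds of the paper. Lrtm1, a leucine-rich repeat membrane protein, had a log2 signal of 14.17 ± 0.25 (SD, n = 3) with AAV9-GFP and 12.55 ± 0.43 (SD, n = 3) with AAV9-Rbm24, a log2 fold change of -1.62 (standard error 0.22, adjusted p = 0.0425 from limma). The calmodulin-binding protein Pcp4 fell by 1.26 on the log2 scale (standard error 0.14, adjusted p = 0.0222 from limma) and the amino acid transporter Slc36a2 fell by 1.24 (standard error 0.15, adjusted p = 0.0265 from limma). Monoamine oxidase B (Maob), the arsenic methyltransferase As3mt and the sulfotransferase Sult3a2 had log2 fold changes of -0.92, -0.88 and -0.78 (standard errors 0.11 each, adjusted p = 0.0265, 0.0295 and 0.0466 from limma). The Sult3a2 means, 5.58 with AAV9-GFP and 4.80 with AAV9-Rbm24, lie near and below the array medians (5.49 to 5.67). Its fall may thus lie within background. The carboxylesterase Ces1d, the mitochondrial enzyme Ogdhl, Cabcoco1 and the dopamine receptor Drd2 passed only the thresholds of the paper, with log2 fold changes of -1.97, -1.33, -1.19 and -1.17 (adjusted p = 0.11, 0.246, 0.2 and 0.0607 from limma). The number of clusters lower at the adjusted threshold was 0, 0 and 2 without AAV9-GFP replicate 1, 2 and 3, and 2, 0 and 4 without AAV9-Rbm24 replicate 1, 2 and 3. Of the 6 genes called here, the call of Lrtm1 (adjusted p = 0.0581 from limma) and of Sult3a2 (0.0502) also ended after centring on the array median. With the replicate number as a block, those of Lrtm1 (0.0534), Maob (0.072), As3mt (0.0584) and Sult3a2 (0.0812) ended. After renewed quantile normalization, that of Sult3a2 (0.0572) did.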

247 genes were at least 1.5-fold downregulated, of which 54 were protein coding (Fig. 3A, Supplemental File 1). Gene ontology enrichment analysis using PANTHER revealed an enrichment of extracellular matrix (ECM) genes, immune response genes, and genes involved in cellular proliferation (Fig. 2B). 

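Of 43 collagen genes, 2 rose in the AAV9-Rbm24 hearts (Col1a2 and Col3a1), none fell and 41 did not pass, or 9 higher when adjusted over the list alone. Col1a2, a chain of type I collagen, rose by a log2 fold change of 2.36 (standard error 0.32, adjusted p = 0.0379 from limma). Of 68 matrix glycoprotein and proteoglycan genes, 7 rose, none fell and 61 did not pass, or 28 higher and 4 lower (Emilin2, Ltbp1, Prelp and Vtn) when adjusted over the list alone. Besides Thbs1 these were the calcification inhibitor Mgp (log2 fold change 1.56), the collagen-binding proteoglycans Lum (1.51) and Aspn (1.08), Dpt (1.05), Igsf10 (1.42) and Svep1 (1.18), with standard errors of 0.12 to 0.18 and adjusted p = 0.0169 to 0.0402 from limma. Of 50 matrix remodelling enzymes and inhibitors, 2 rose, none fell and 48 did not pass, or 9 higher and 1 lower (Adamtsl3) when adjusted over the list alone. The 2 that rose were the protease gene Ctss and the macrophage elastase Mmp12, which rose by 1.88 on the log2 scale (standard error 0.25, adjusted p = 0.0384 from limma). Of 23 macrophage and monocyte markers, 5 rose, none fell and 18 did not pass, or 20 higher when adjusted over the list alone, and their median log2 fold change was 1.19. Adgre1, which encodes a macrophage surface receptor, rose by 2.01 (standard error 0.20, adjusted p = 0.0185 from limma), and the other called members were Mpeg1, C1qb, Lyz2 and C1qa. Of 46 cell cycle genes, none passed the adjusted threshold in limma, where 2 were higher and 1 lower at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone, the kinetochore gene Cenpf, with a log2 fold change of -0.76 (adjusted p = 0.0885 from limma). The list's mean z-score was 1.59 in AAV9-Rbm24 replicate 3 and between -0.42 and -0.18 in the other 5 hearts. Of 39 growth factor and receptor genes, 4 rose and none fell, or 10 higher and 3 lower (Fgf14, Fgf16 and Igf2) when adjusted over the list alone. Besides Igf1 these were the oncostatin M receptor Osmr (log2 fold change 1.55), Ptn (1.80) and Hgf (1.04), with adjusted p = 0.0166 to 0.0241 from limma. The AAV9-GFP means of Hgf (5.60) and Mmp12 (5.58) lie near the array medians (5.49 to 5.67). Their folds are lower bounds where that signal is background. All 6 lists were higher in camera with a preset correlation (adjusted p = 3.56e-07, 6.09e-16, 3.9e-11, 2.96e-30, 1.33e-05 and 0.0106 in the order given), and each call was lost with an estimated correlation (adjusted p = 0.349, 0.176, 0.226, 0.129, 0.64 and 0.176). Without AAV9-Rbm24 replicate 3 the cell cycle list no longer passed (camera adjusted p = 0.522), nor did it among clusters with a mean log2 signal of at least 6 or 8 (0.0625 and 0.266), in a range of 1.09e-10 to 0.64 over all alternatives. The growth factor list lost its call without AAV9-GFP replicate 2 (0.188), after renewed quantile normalization (0.0917), with array weights (0.077) and with a minimum signal of 6 (0.359), and turned direction with a minimum of 8 (0.35), in a range of 0.00199 to 0.359. Of the 20 called genes of these lists, the calls of 18, 20 and 17 ended without AAV9-GFP replicate 1, 2 and 3, those of 15, 18 and 7 without AAV9-Rbm24 replicate 1, 2 and 3, 6 after renewed quantile normalization and 9 with the replicate number as a block. Col1a2 missed the threshold in both of the latter (adjusted p = 0.0604 and 0.0769 from limma) and without each array but AAV9-Rbm24 replicate 3 (0.0589 to 0.213), in a range of 0.0193 to 0.414 over all alternatives. The lists were written when the paper's table of changed genes had been read, so the counts adjusted over the list alone are not independent evidence. Emilin2, Ltbp1, Prelp, Vtn, Adamtsl3, Fgf14, Fgf16 and Igf2 were chosen after their values were seen.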

Since Rbm24 is also known as a splicing factor, we further analyzed the micro-array results for differential splicing events. 

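At the gene level, 194 of the 714 genes with a splicing event in the paper's table were at least 1.5-fold higher in the AAV9-Rbm24 hearts, 11 were at least 1.5-fold lower and 509 lay within 1.5-fold. In limma, 85 of the 714 were higher at an adjusted p under 0.05 and none was lower (no cluster passed without AAV9-GFP replicate 2, where the smallest adjusted p from limma was 0.0766). Their median log2 fold change was 0.14. The splicing index is, on the log2 scale, the change of an exon or junction less that of its gene, so a rise of the gene lowers it by construction. In the paper's table, 658 events have a negative index and 444 a positive one. By the event with the largest index in each gene, 40.8% of the 402 genes with a negative index had risen at least 1.5-fold at the gene level, against 9.6% of the 312 genes with a positive index, shares that follow in part from this construction and are not a test of splicing. The protease gene Ctss has 4 events in the paper's table, all with a negative index, and the Tgfβ receptor gene Tgfbr1 has 2, both negative. Of other genes with higher means, Postn has 4 and Timp1 2, all negative, Thbs1 has 4 negative and 1 positive, and Hspa1a and Rbm24 each have 1 negative and 2 positive. Exon and junction signals of single arrays were not analysed here, so the index and the averages of exons and junctions are the paper's.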

Using a stringent cut-off of at least a 2-fold difference of in- or exclusion of an exon, we identified 1102 differential splicing events in 714 genes (Fig. 3A, Supplemental File 1). We did not observe splicing differences in the known Rbm24-splicing targets skNAC, αNAC, and Coro6, which were recently identified in embryonic Rbm24 knockout hearts (Supplemental Fig. 3)^5^. This is, however, not surprising, as these splice isoforms are induced by Rbm24 in the developing heart, and remain to be expressed during adulthood. Increasing expression of Rbm24 postnatally does therefore likely not add to the induction of these splice isoforms, since the switch in splice isoform has already taken place. 

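At the gene level, Ttn, which encodes the sarcomeric spring protein titin, had a log2 signal of 18.28 ± 0.03 (SD, n = 3) with AAV9-GFP and 18.28 ± 0.02 (SD, n = 3) with AAV9-Rbm24, a log2 fold change of -0.01 (standard error 0.09, adjusted p = 0.992 from limma). The sign of this value turned under quantile normalization and after centring on the array median (0.01 and 0.02). All 6 arrays lay between 18.24 and 18.3. Compression of such bright signals would hide a change, so this value does not exclude one. Pdlim5, a scaffold protein of the Z-disc, had a log2 fold change of 0.15 (standard error 0.14, adjusted p = 0.834 from limma). The signal of Pln, the regulator of the calcium pump SERCA, varied between arrays only as the highest signal of each array did and gives no fold change. The paper's table holds 25 events in Ttn, 2 in Pln and 2 in Pdlim5, all with a positive splicing index, which the paper reports as reaching 167.8 in Ttn, 10.16 in Pln and 70.46 in Pdlim5. By the averages in that table, the junction with the highest index in Ttn rose by 7.45 on the log2 scale, that in Pdlim5 by 5.93 and that in Pln by 3.11.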

We noticed that some of the genes with the largest splicing differences (i.e. the highest splicing index) were pivotal cardiac genes, such as Pln, Pdlim5, and Ttn, that have all been implicated in cardiac disease. We could validate these splicing differences with RT-PCR in hearts with increased Rbm24 expression (Fig. 3C). Recent reports have shown that Rbm24 controls mRNA expression of multiple genes such as p21, Bcl2, and Smad5^8,10^. To investigate whether these previously identified targets were also regulated in our model, we analyzed the mRNA expression of these genes. We found that p21 and Bcl2, but not Smad5, were upregulated in the AAV9-Rbm24 hearts at 2 weeks after injection (Fig. 3D), which is in line what has been found previously^8,10^. In addition, the expression of p21 and Bcl2 was also increased at 4 or 8 weeks after AAV9-injection (Supplemental Figs 1 and 2).

**Figure 3:**
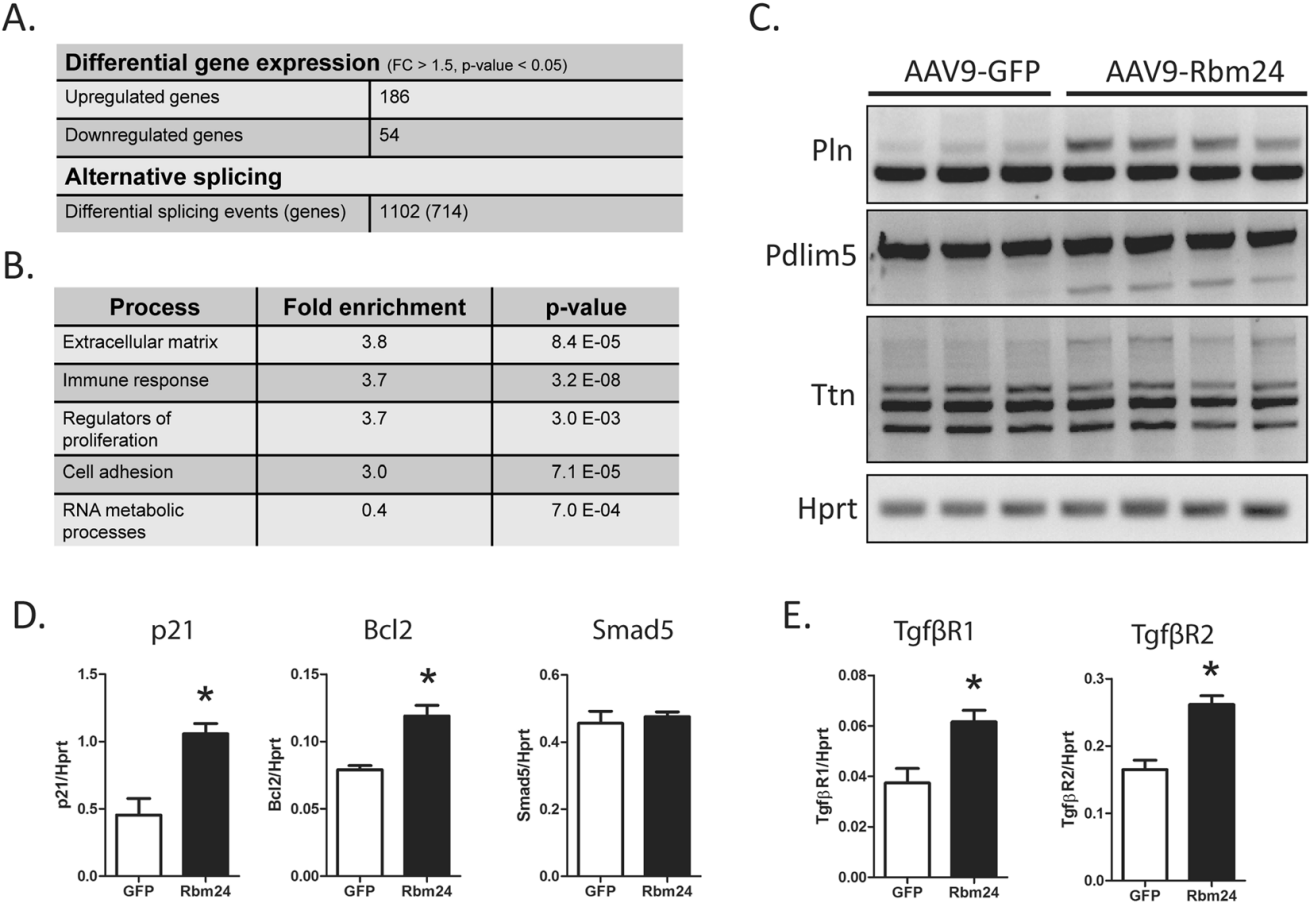
Transcriptome analysis of hearts of AAV9-Rbm24 injected mice. (**A**) Gene expression and alternative splicing differences the hearts of mice injected with the high dose of AAV9-Rbm24 compared to hearts of mice injected with AAV9-GFP, 2 weeks after injection. (**B**) Gene ontology enrichment analysis of differentially expressed genes in the hearts of mice injected with AAV9-Rbm24. (**C**) End-point RT-PCR analysis of Pln, Pdlim5, and Ttn. (**D**) qPCR analysis of previously identified mRNA targets p21, Bcl2, and Smad5 (n = 3–4 per group). (**E**) qPCR analysis of Tgfβ receptors 1 and 2 (n = 3–4 per group).

### Rbm24 overexpression induces fibrosis

We noted that multiple genes from the Tgfβ pathway, such as Tgfβ2 and TgfβR2, were increased in Rbm24-overexpressing hearts (Supplemental File 1). 

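Of 56 genes of the Tgfβ pathway, 1 rose (Thbs1), none fell and 55 did not pass at an adjusted p under 0.05 in limma, or 7 higher and 1 lower when adjusted over the list alone. The lower one was Ltbp1 (log2 fold change -0.47), chosen after its values were seen. Of the 56 genes, 11 are also in another list and 6 are in the paper's own table, so the list is not independent evidence. Thbs1 encodes thrombospondin 1, an activator of latent Tgfβ. The ligand gene Tgfb2 had a log2 signal of 7.97 ± 0.24 (SD, n = 3) with AAV9-GFP and 8.59 ± 0.18 (SD, n = 3) with AAV9-Rbm24, a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.248 from limma). The receptor gene Tgfbr2 had one of 0.66 (standard error 0.12, adjusted p = 0.105 from limma) and Tgfbr1 one of 0.63 (standard error 0.11, adjusted p = 0.0807 from limma). These 3 genes passed the thresholds of the paper but not the adjusted one. Tgfbr1 passed the latter with a minimum mean log2 signal of 6 (0.048) or 8 (0.0441) and among clusters with 1 gene symbol (0.0359), in a range of 0.0359 to 0.383 over all alternatives. For each of them all 3 AAV9-Rbm24 hearts were above all 3 AAV9-GFP hearts (exact two-sided permutation test, p = 0.1, the smallest p that 3 hearts against 3 allow). Decorin (Dcn), a proteoglycan that binds Tgfβ, had a log2 fold change of 0.68 (adjusted p = 0.0593 from limma) and Id2 one of 1.15 (adjusted p = 0.066 from limma). The signal transducers Smad2, Smad3 and Smad4 had log2 fold changes of 0.04, 0.07 and 0.08 (adjusted p = 0.953, 0.905 and 0.875 from limma). The median of the list was 0.04. It was higher in camera with a preset correlation (adjusted p = 0.000424) but not with an estimated correlation (adjusted p = 0.349), without AAV9-GFP replicate 2 (0.0761) or among clusters with a mean log2 signal of at least 8 (0.165), in a range of 1.82e-06 to 0.349 over all alternatives. Thbs1 did not pass without AAV9-GFP replicate 1 (adjusted p = 0.0576 from limma) or 2 (adjusted p = 0.0854 from limma). The paper proposes that more Tgfβ receptor could enhance Tgfβ signaling and so contribute to the expression of ECM genes.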

We validated two of these genes using qPCR, and indeed found an increase in TgfβR1 and TgfβR2 expression, two weeks after AAV9-Rbm24 injections (Fig. 3E). After 4 and 8 weeks, the expression of TgfβR1 remained high, while the expression of TgfβR2 returned to control levels (Supplemental Figs 1 and 2). Increased expression of Tgfβ receptors could lead to enhanced Tgfβ signaling, which, in turn, could contribute to increased expression of ECM genes. 

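All 8 matrix and fibrosis genes Col1a1, Col3a1, Thbs1, Postn, Ctss, Fn1, Tnc and Timp1 had higher means in the AAV9-Rbm24 hearts on the arrays, and 3 of them passed the adjusted threshold in limma. All 8 passed when adjusted over the list alone. The paper chose these genes after its array analysis, so the list is not independent evidence. Thbs1 had a log2 signal of 6.93 ± 0.28 (SD, n = 3) with AAV9-GFP and 11.11 ± 0.66 (SD, n = 3) with AAV9-Rbm24, a log2 fold change of 4.18 (standard error 0.31, adjusted p = 0.0113 from limma). Ctss, the gene of the lysosomal and secreted protease cathepsin S, rose by 3.03 (standard error 0.25, adjusted p = 0.0142 from limma) and Col3a1, the gene of type III collagen, by 2.26 (standard error 0.32, adjusted p = 0.0484 from limma). The other 5 had log2 fold changes of 2.23 for Col1a1, 1.35 for fibronectin (Fn1), 3.69 for tenascin C (Tnc), 2.91 for the protease inhibitor Timp1 and 3.03 for Postn, with standard errors of 0.37, 0.41, 0.87, 0.56 and 0.46 and adjusted p = 0.0812, 0.37, 0.22, 0.123 and 0.06 from limma. The spread within the AAV9-Rbm24 hearts was widest for Tnc, with log2 signals of 8.57, 8.75 and 12.28. AAV9-Rbm24 replicate 3 had the highest signal for each of the 8 genes, and without it the median log2 fold change of the 8 was 2.31 in place of 2.97, while Col1a1, Tnc, Timp1 and Postn passed without it (adjusted p = 0.0425, 0.0036, 0.0115 and 0.0436 from limma). The other 5 then had smaller log2 fold changes, of 1.76 for Col1a1, 0.84 for Fn1, 2.49 for Tnc, 2.14 for Timp1 and 2.48 for Postn. Col1a1 and Postn also passed among clusters with 1 gene symbol. The list was higher in camera (adjusted p = 4.46e-16), a call lost with an estimated correlation (adjusted p = 0.176). Thbs1, Ctss and Col3a1 did not pass without AAV9-GFP replicate 1 (adjusted p = 0.0576, 0.0656 and 0.113 from limma) or 2 (0.0854, 0.111 and 0.229), nor Ctss and Col3a1 without AAV9-GFP replicate 3 (0.0533 and 0.16). Col3a1 did not pass either without AAV9-Rbm24 replicate 1 (0.0714) or 2 (0.142), after renewed quantile normalization (0.0861), with robust variances (0.0536) or with the replicate number as a block (0.102). Over all alternatives the adjusted p ran from 0.00335 to 0.364 for Thbs1, 0.00141 to 0.364 for Ctss and 0.0258 to 0.433 for Col3a1.

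**Figure D2:**
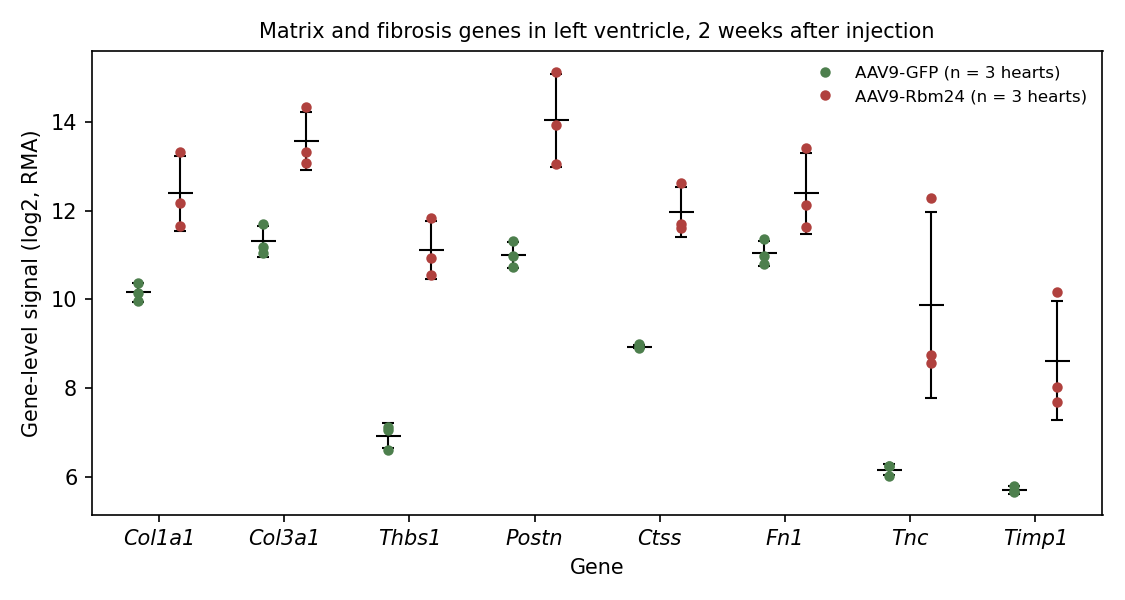
Gene-level log2 signal (vertical axis) of 8 matrix and fibrosis genes in AAV9-GFP and AAV9-Rbm24 hearts (n = 3 each). Points are hearts, and black marks are the mean with the SD. The 3 AAV9-Rbm24 points lie above the 3 AAV9-GFP points for every gene, with Tnc between 8.57 and 12.28.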

Since we found ECM genes to be enriched in the AAV9-Rbm24 hearts in our microarrays, we next aimed to validate the expression of a set of ECM genes by qRT-PCR. Indeed, we confirmed increased expression of a wide range of ECM and fibrotic genes already at 2 weeks after injection, and these genes were even further upregulated 4 and 8 weeks after injection (Fig. 4A, Supplemental Figs 4 and 5). 

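Periostin mRNA (Postn) was 11.00 ± 0.30 (SD, n = 3) on the log2 scale in the AAV9-GFP hearts and 14.03 ± 1.04 (SD, n = 3) in the AAV9-Rbm24 hearts, an 8.14-fold difference in which all 3 AAV9-Rbm24 hearts lay above all 3 AAV9-GFP hearts but whose adjusted p missed the threshold. It passed without AAV9-Rbm24 replicate 1 (adjusted p = 0.0471 from limma) or 3 (adjusted p = 0.0436 from limma) and among clusters with 1 gene symbol (adjusted p = 0.0313 from limma), in a range of 0.0313 to 0.447 over all alternatives. Of 18 markers of activated fibroblasts, none passed the adjusted threshold in limma, and 12 were higher and none lower at an unadjusted p under 0.05 and also when adjusted over the list alone, with a median log2 fold change of 1.15. The transcription factor genes Runx1 and Meox1 had log2 fold changes of 0.75 and 1.19 (standard errors 0.12 and 0.24, adjusted p = 0.0607 and 0.148 from limma). Of 18 markers of resting fibroblasts, 3 rose (Lum, Medag and Dpt), none fell and 15 did not pass, or 6 higher when adjusted over the list alone. Medag rose by a log2 fold change of 1.55 (standard error 0.18, adjusted p = 0.0241 from limma), a call that ended without AAV9-GFP replicate 1, 2 or 3 (adjusted p = 0.111, 0.144 and 0.0837 from limma) or AAV9-Rbm24 replicate 2 (0.107). The mean z-score of the activated fibroblast markers was 0.12, 0.30 and 1.24 in AAV9-Rbm24 replicates 1, 2 and 3. Both lists were higher in camera with a preset correlation (adjusted p = 1.69e-11 and 2.55e-09), and neither was with an estimated correlation (adjusted p = 0.226 and 0.129). Of the activated markers, 12 are also in another list and 8 are in the paper's own table. Of the resting markers, 5 and 4 are, so neither list is independent evidence.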

One of the upregulated genes, periostin (Postn), marks activated fibroblasts, which are crucial in the fibrotic response. Since Postn mRNA is upregulated in the AAV9-Rbm24 injected hearts, we performed co-immunohistochemistry with a Postn and α-actinin antibody, and found Postn protein expression markedly enhanced in the AAV9-Rbm24 injected hearts, indicating an active fibrotic response after Rbm24 overexpression (Fig. 4B). The increased expression of TgfβR1 and TgfβR2, and of ECM-related genes in the hearts of AAV9-Rbm24 injected mice point towards an activated fibrotic response. Therefore, we stained cardiac sections with Picrosirius Red, and found extensive fibrosis in the hearts of AAV9-Rbm24 injected mice, but not in the AAV9-GFP injected mice. Quantification of these Picrosirius Red stainings revealed a ~2-fold increase in collagen content 2 weeks after injecting the low dose and a ~10-fold increase in mice 8 weeks after injection of the low dose (Fig. 5A,B). Mice injected with the high dose of AAV9-Rbm24 showed a ~3-fold increase at 2 weeks after injection, and a ~7-fold increase at 4 weeks after injection (Fig. 5C,D). Overall, we show that increased expression of Rbm24 in the early postnatal and adult mouse heart increases cardiac fibrosis.

**Figure 4:**
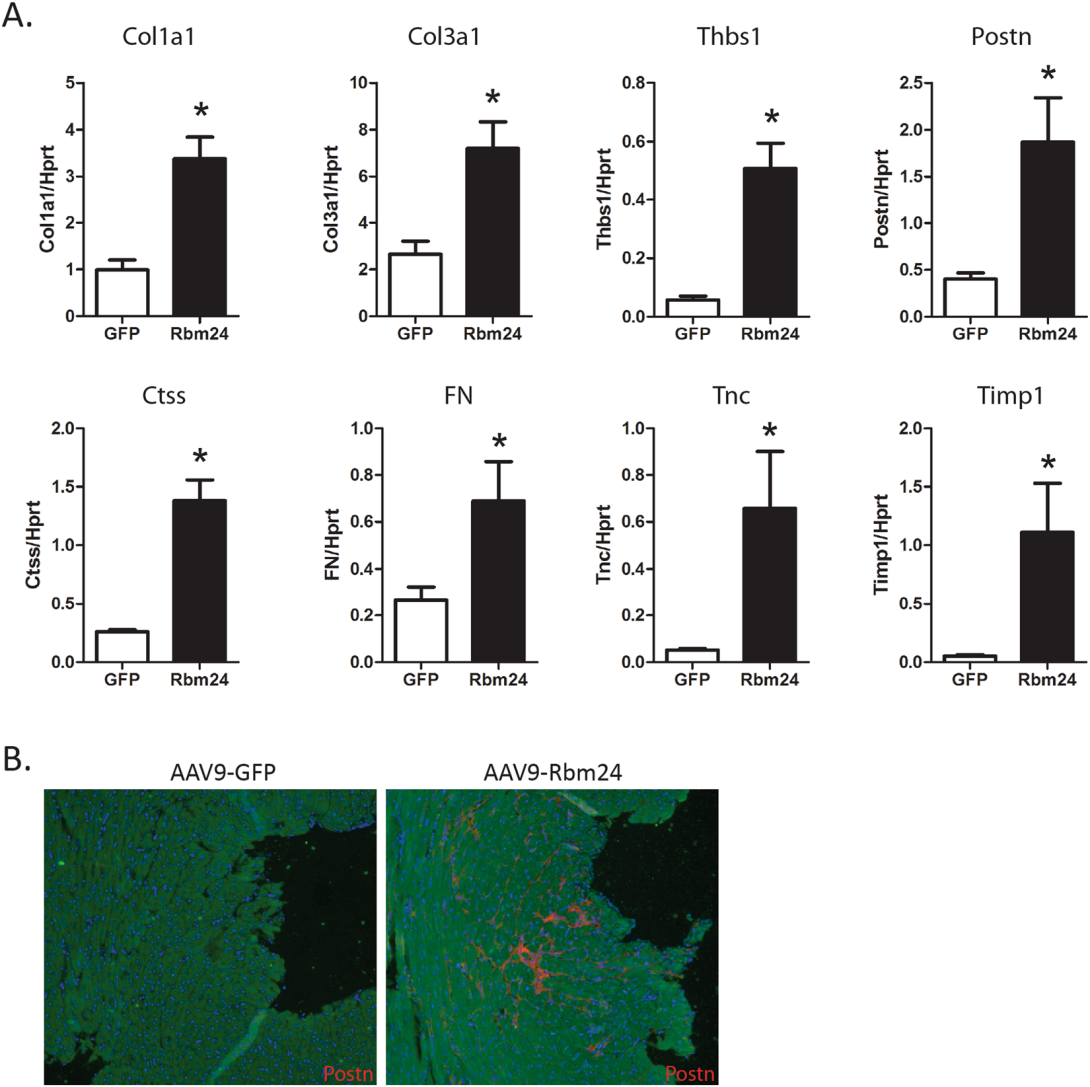
Expression of extracellular matrix genes. (**A**) qPCR analysis of ECM genes in the hearts of AAV9 injected mice, 2 weeks after injection (n = 3–4 per group). (**B**) Immunohistochemistry of Postn (red) in the hearts of AAV9 injected mice, 2 weeks after injection. Hearts were counterstained for α-actinin (green). Nuclei were stained with DAPI (blue). Magnification 40x.

**Figure 5:**
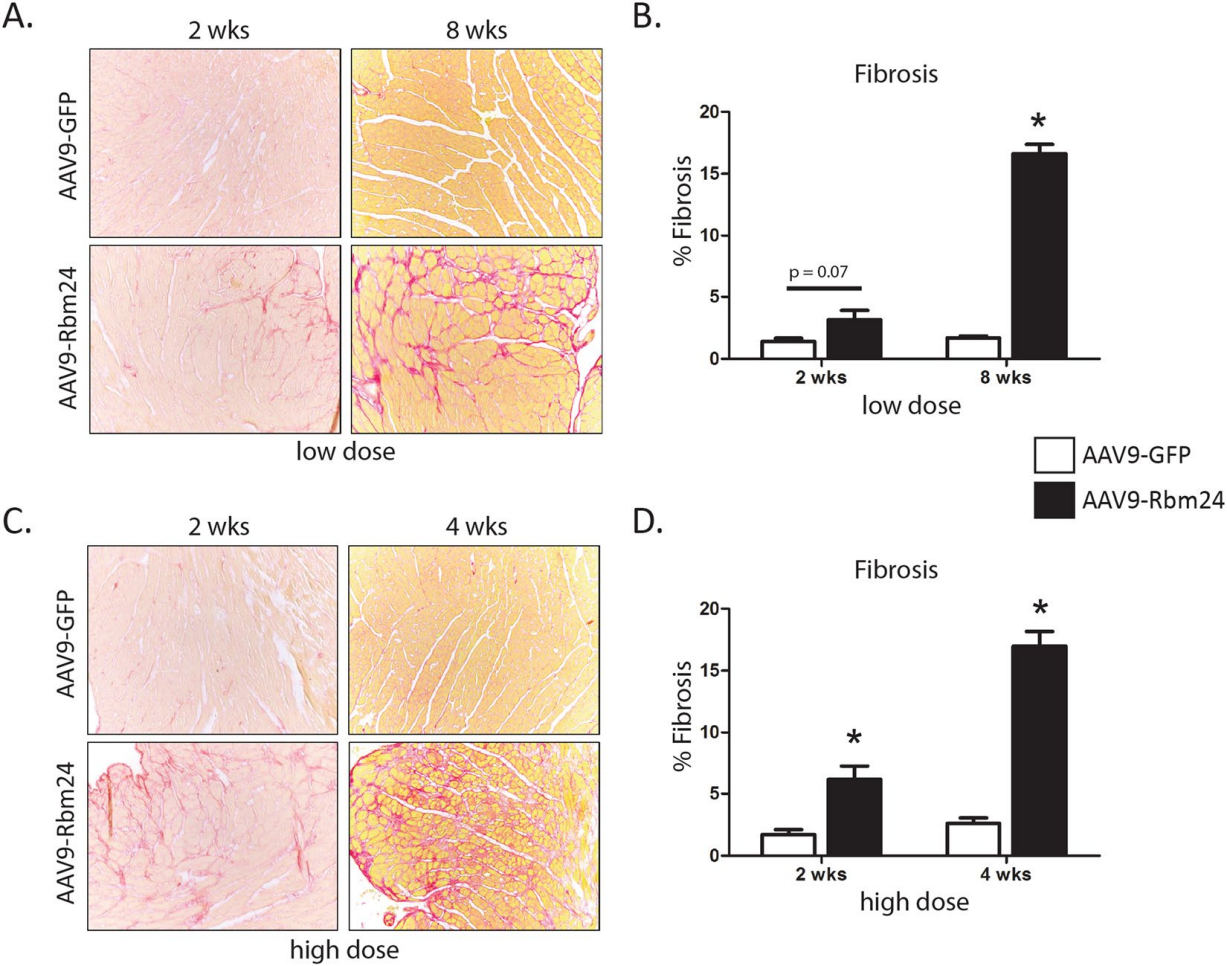
Rbm24 overexpression induces fibrosis. (**A**) Picrosirius Red staining of hearts of AAV9 (low dose) injected mice, 2 and 8 weeks after injection. (**B**) Quantification of Picrosirius Red staining of hearts of AAV9 (low dose) injected mice, 2 and 8 weeks after injection. (**C**) Picrosirius Red staining of hearts of AAV9 (high dose) injected mice, 2 and 4 after injection. (**B**) Quantification of Picrosirius Red staining of hearts of AAV9 (high dose) injected mice, 2 and 4 weeks after injection.

## Discussion

We investigated the role of the RNA-binding protein and splicing factor Rbm24 in the early postnatal and adult heart. We found that AAV9-mediated overexpression of Rbm24 in the mouse heart increases the expression of Tgfβ- and ECM-related genes. We observed increased activation of cardiac fibroblasts, as evidenced by robust expression of Postn in the heart, and extensive cardiac fibrosis in AAV9-Rbm24 injected mice. These results suggest that Rbm24 may function as a novel regulator of cardiac fibrosis, potentially through the regulation of TgfβR1 and TgfβR2 expression. It is intriguing that only injection of the high dose causes lethality, while the overexpression of Rbm24 is similar at 2 weeks after injection. It is not clear what underlies the lethality, but it may be possible that the high dose leads to higher Rbm24 levels at later time-points. Another possibility is that injection of the high dose of AAV9-RBM24 triggers an immune response to the AAV vector capsid or to the transgene product, leading to release of inflammatory cytokines, cell death, and cardiac dilation. However, the induction of the pro-fibrotic program seemed independent of the lethal cardiomyopathic phenotype, as this was consistent across dosages and time-points.

Extensive cardiac fibrosis directly hampers cardiac function, since the deposition of extracellular matrix stiffens the ventricular wall and reduces compliance^18,19^. In addition, extensive cardiac fibrosis is also pro-arrhythmic^18,19^. One of the major drivers of cardiac fibrosis is Tgfβ signaling, which can work via canonical (Smad-dependent) and non-canonical (Smad-independent) pathways^20^. In the canonical pathway, activation of TgfβR1 and TgfβR2 by Tgfβ instigates phosphorylation of Smad2 and Smad3, which subsequently translocate to the nucleus together with Smad4, to induce gene expression of Tgfβ-responsive genes such as Col1a1, Col3a1, and fibronectin^20,21^. In the non-canonical pathway, activated Tgfβ receptors directly activate Smad-independent signaling pathways, such as the MAPK cascade and Erk signaling^22^. Interestingly, both cardiomyocyte specific knockout of TgfβR2, and fibroblast specific knockout of TgfβR1 and TgfβR2, are protective against pressure-overload induced cardiac fibrosis, albeit through different mechanisms^23,24^. In the cardiomyocyte, TgfβR2 deficiency inhibits both canonical and non-canonical Tgfβ signaling, but non-canonical signaling through TAK1 is necessary for the protective effect against cardiac fibrosis^24^. In the cardiac fibroblast, on the other hand, canonical Tgfβ signaling through Smad2/3 underlies cardiac fibrosis^23^.

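Of 16 Tgfβ target genes, 1 rose (Col3a1), none fell and 15 did not pass at the adjusted threshold in limma, or 9 higher when adjusted over the list alone, with a median log2 fold change of 0.71. Of these 16, 14 are also in another list and 7 are in the paper's own table. The list is therefore not independent evidence. The list was higher in camera (adjusted p = 5.84e-12) and not with an estimated correlation (adjusted p = 0.229), and Col3a1 kept its call with 1 array left out only where that was AAV9-Rbm24 replicate 3 (highest adjusted p with an array left out 0.229 from limma). Ctgf, now named Ccn2, encodes connective tissue growth factor. Its log2 signal was 7.78 ± 0.06 (SD, n = 3) with AAV9-GFP and 8.64 ± 0.24 (SD, n = 3) with AAV9-Rbm24, a log2 fold change of 0.86 (standard error 0.14, adjusted p = 0.0688 from limma), which passed the thresholds of the paper but not the adjusted one. It passed the adjusted one with a minimum mean log2 signal of 6 (0.0492) or 8 (0.0496) and among clusters with 1 gene symbol (0.0331), in a range of 0.0331 to 0.403 over all alternatives. Its relative Ccn1 had a log2 fold change of 0.83 (standard error 0.13, adjusted p = 0.0607 from limma). Timp1 was 5.71 ± 0.08 (SD, n = 3) with AAV9-GFP and 8.62 ± 1.34 (SD, n = 3) with AAV9-Rbm24, and like Tgfb2 it passed only the thresholds of the paper.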

The observation that overexpression of Rbm24 in the mouse heart increases the expression of Tgfβ- and ECM-related genes is in line with the study of Poon *et al*., who showed that knockdown of Rbm24 in HL-1 cardiomyocytes decreases the expression of several Tgfβ- and ECM-related genes, such as Timp1, Ctgf, and Tgfβ2^8^. Together, these findings suggest that Rbm24 regulates ECM synthesis, but the exact molecular mechanism underlying this function of Rbm24 remains to be determined. It is possible that Rbm24 increases the expression of Tgfβ-genes, such as TgfβR1 and TgfβR2 directly, for example by binding to and stabilizing its mRNA transcript, and thereby enhancing Tgfβ signaling, or by regulating the expression of an upstream regulator of Tgfβ signaling. It could also be that Rbm24 acts in its function as a splicing regulator, and regulates the expression of specific isoforms of profibrotic proteins, or it may lead to nonsense mediated decay of spliced targets. Finally, since Rbm24 overexpression is limited to cardiomyocytes, it is also possible that Rbm24 overexpression induces a paracrine factor that, in turn, activates cardiac fibroblasts and collagen synthesis. Many factors secreted from cardiomyocytes, such as Tgfβ, IL-1β, or CTGF^25^, have been described to activate cardiac fibroblast, but it remains to be determined if that is the case here. Future studies are important in addressing how Rbm24 regulates the activation of cardiac fibroblasts and the expression of these ECM genes.

Although fibroblasts have long been considered the main effector cells for fibrosis in the heart, it is increasingly clear that cardiomyocyte Tgfβ signaling also contributes to the fibrotic response^24^. As AAV9 preferentially infects cardiomyocytes in the heart, it seems that Rbm24 overexpression in our study causes cardiac fibrosis by affecting the Tgfβ pathway in cardiomyocytes. There is emerging evidence that, apart from canonical Tgfβ signaling, other pathways contribute to the (cardiac) fibrotic response as well. Small *et al*. have shown that Tgfβ also induces Myocardin-related transcription factor A (MRTF-A) expression in cardiac fibroblasts, which in turn mediates myofibroblast activation and fibrosis, in part by directly activating Col1a2 via a CArG element in its promoter^26^. Yet another pathway that is sufficient to induce myofibroblast activation is the TRPC6-dependent calcineurin pathway^27^. Tgfβ and angiotensin II induce TRPC6 expression via a non-canonical mitogen-activated protein kinase (MAPK) pathway involving serum response factor (SRF). Increased Ca^2+^ influx through TRPC6 then activates calcineurin and NFAT, which promote a myofibroblast activation gene program. Overall, increasing evidence suggests the involvement of multiple pathways in the fibrotic response and it will be interesting for future studies to identify the specific pathways that are affected by Rbm24.

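Of 25 complement genes, 4 rose in the AAV9-Rbm24 hearts 2 weeks after the high dose, none fell and 21 did not pass, or 12 higher when adjusted over the list alone. The anaphylatoxin receptor C3ar1 rose by a log2 fold change of 2.01 (standard error 0.13, adjusted p = 0.00831 from limma), the inhibitor Serping1 by 0.87 (standard error 0.10, adjusted p = 0.0225 from limma), and the C1q chains C1qb and C1qa by 2.06 and 1.28 (standard errors 0.24 and 0.18, adjusted p = 0.0241 and 0.0479 from limma). Of 12 toll-like receptor genes, 5 rose (Tlr1, Tlr4, Tlr7, Tlr8 and Tlr13), none fell and 7 did not pass, or 6 higher when adjusted over the list alone. Their log2 fold changes were 0.86, 1.48, 1.07, 1.56 and 1.44 (standard errors 0.11 to 0.19, adjusted p = 0.0224 to 0.031 from limma). Of 37 chemokine genes, 4 rose, none fell and 33 did not pass, or 7 higher when adjusted over the list alone. These were Ccl2, which attracts monocytes, with a log2 fold change of 1.48, Ccl3 with 1.13, Ccl9 with 2.02 and Cxcl16 with 1.44 (adjusted p = 0.0166 to 0.0357 from limma). Of 70 interleukin and receptor genes, 2 rose and none fell, or 9 higher when adjusted over the list alone. These were the interleukin 1 receptor antagonist Il1rn (log2 fold change 1.37) and Il1rl2 (0.73), with adjusted p = 0.0199 and 0.0387 from limma. The median of this list was -0.01 and its mean 0.11. The AAV9-GFP means of Tlr1 (5.53), Tlr13 (5.45) and Il1rn (5.03) lie near or below the array medians (5.49 to 5.67). Their folds are lower bounds where that signal is background. Of 10 MHC class II genes, 1 rose (H2-Aa, log2 fold change 0.94, adjusted p = 0.0295 from limma), none fell and 9 did not pass, or 4 higher (also H2-Eb1, H2-Ab1 and H2-DMb1) when adjusted over the list alone. Of 11 markers of monocytes and recruited macrophages, H2-Aa rose, none fell and 10 did not pass, or 7 higher when adjusted over the list alone. Of these 11, 9 are also in another list. The 7 include H2-Aa, H2-Eb1 and H2-Ab1 of the MHC class II list and the matrix gene Fn1, so this list is not a separate result. The chemokine receptor Ccr2 had a log2 fold change of 1.33 (standard error 0.20, adjusted p = 0.0607 from limma). These 6 lists were higher in camera with a preset correlation (adjusted p = 1.18e-14, 6.17e-08, 1.36e-07, 0.0155, 1.01e-05 and 1.61e-10 in the order given), and none was with an estimated correlation (adjusted p = 0.104, 0.176, 0.176, 0.734, 0.189 and 0.104). They were written when the paper's table of changed genes had been read, which holds 11, 5, 6, 6, 3 and 5 of their genes in the same order. The counts adjusted over the list alone and the camera values are therefore not independent evidence. The interleukin list did not pass without AAV9-GFP replicate 1 (0.104) or 3 (0.26), in a range of 0.000137 to 0.734 over all alternatives, nor the toll-like receptor list among clusters with a mean log2 signal of at least 8 (0.059, range 9.85e-10 to 0.176). Of the 16 genes called here, the calls of 16, 16 and 13 ended without AAV9-GFP replicate 1, 2 and 3, those of 13, 14 and 9 without AAV9-Rbm24 replicate 1, 2 and 3, 4 after renewed quantile normalization and 8 with the replicate number as a block.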

Another set of genes we found to be regulated after Rbm24 overexpression are immune response genes (see Fig. 3B). Also with respect to these immune response genes, there is overlap with the genes that are regulated after knockdown of Rbm24 in HL-1 cardiomyocytes^8^. Several TNFα-related genes as well as several integrins are regulated both after Rbm24 overexpression and Rbm24 knockdown. 

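Of 51 genes of the TNF and TNF receptor superfamilies and other TNF-related genes, 1 rose in the AAV9-Rbm24 hearts, none fell and 50 did not pass, or 5 higher (Tnfrsf12a, Tnfaip6, Tnfrsf1a, Tnfrsf1b and Tnfaip8l2, the last chosen after its values were seen) when adjusted over the list alone. Tnfrsf12a, the receptor of the cytokine TWEAK, rose by a log2 fold change of 1.63 (standard error 0.18, adjusted p = 0.0241 from limma). The TNF-induced gene Tnfaip6 and the TNF receptor genes Tnfrsf1a and Tnfrsf1b had log2 fold changes of 0.95, 0.57 and 0.62 (standard errors 0.14, 0.11 and 0.14, adjusted p = 0.0557, 0.123 and 0.183 from limma). Of 26 integrin genes, 1 rose, none fell and 25 did not pass, or 10 higher when adjusted over the list alone. Itgbl1, an integrin β-like protein that is not an integrin subunit, rose by a log2 fold change of 0.98 (standard error 0.09, adjusted p = 0.0166 from limma). The integrin subunit genes Itgb5, Itgb2 and Itgax, of which Itgb2 and Itgax are expressed in leukocytes, had higher means, 1.51-fold for Itgb5, 2.38-fold for Itgb2 and a log2 fold change of 0.93 for Itgax (adjusted p = 0.085, 0.141 and 0.2 from limma). Both lists were higher in camera with a preset correlation (adjusted p = 0.00863 for the TNF list and 8.42e-07 for the integrins), and neither was with an estimated correlation (adjusted p = 0.357 and 0.307). The TNF list did not pass without AAV9-GFP replicate 3 (0.0533) and turned direction among clusters with a mean log2 signal of at least 8 (0.918), where the integrin list did not pass either (0.166). Over all alternatives the adjusted p ran from 0.00194 to 0.918 for the TNF list and from 4.22e-08 to 0.307 for the integrins. Tnfrsf12a did not pass with any array left out (adjusted p = 0.0656 to 0.0941 from limma), nor Itgbl1 with any but AAV9-Rbm24 replicate 3 left out (adjusted p = 0.0641 to 0.0891 from limma). The paper's own table of changed genes holds 4 genes of each list, so neither list is independent evidence. Cells with knockdown of Rbm24 were not analysed here.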

Since it is known that cardiac fibroblasts can also be activated through increased expression of inflammatory cytokines^28^, it is possible that Rbm24 regulates the fibrotic response indirectly, by increasing expression of these cytokines.

Rbm24 is not the first RBP to be involved in regulating the fibrotic response. It has recently been shown that the RBP Muscleblind-like 1 (MBNL1) promotes myofibroblast differentiation and fibrosis^29^. MBNL-1 is normally very lowly expressed in cardiac fibroblasts, but its expression increases after MI or profibrotic agonists^29^. MBNL-1 then directs myofibroblast differentiation and the fibrotic response through regulation of a network of differentiation and ECM-related genes. The fact that MBNL1 plays such a pivotal role in the fibrotic response opened the door to investigate other RBPs in this entirely new regulatory mechanism of cardiac fibrosis.

It would be of great interest to study the effect of decreased Rbm24 expression, for example in a conditional Rbm24 null mouse. We hypothesize that loss of Rbm24 in the adult heart could attenuate the fibrotic response, for example after pressure overload-induced cardiac remodeling. However, since the Rbm24 null mouse is embryonically lethal^5^, a conditional knockout model to circumvent the embryonic lethality is necessary to examine loss of Rbm24 in a postnatal or adult heart.

AAV vectors have been used extensively for gene delivery in the last decades, and hold promise as a vehicle for human gene therapy^30^. In mice, specifically AAV serotype 9 is suitable for infection of the heart^16,17^, and has, for example, been used to deliver factors to the heart to reduce infarct size after MI^31^, rescue age-related cardiomyopathy^32^, or protect against viral myocarditis^33^.

However, it must be noted that overexpression studies have their limitations, and in that sense also the results from this study need to be interpreted with care. In this regard, it is for example known that high levels of exogenously expressed proteins can lead to non-specific and cardiotoxic effects^34^. In our case, we found a ~15-fold increase in total Rbm24 mRNA levels, while only a subset of cardiomyocytes were infected. This could potentially lead to an 80 to 100-fold increase in Rbm24 mRNA in infected cardiomyocytes. It must be noted, though, that we used immunohistochemistry to calculate the percentage of infected cardiomyocytes. Since this technique lacks sensitivity in detecting low protein levels we may easily have easily underestimated the percentage of infected cardiomyocytes.

Despite concerns of non-specific effects of protein overexpression, we did find an overlap in regulated genes in our study and a previous report describing knockdown of Rbm24 in HL-1 cells^8^. This strongly suggests that at least part of the regulated genes are specific to Rbm24 overexpression. However, to ascertain that increased expression of Rbm24 is causal for the gene regulation and fibrotic effects we see, these data should be complemented with *in vivo* loss-of-function models and molecular analysis of potential targets.

In conclusion, we show that AAV9-mediated overexpression of Rbm24 in the mouse heart increases the expression of Tgfβ- and ECM-related genes and induces cardiac fibrosis. Whether this is through direct regulation of Tgfβ signaling, through cardiac fibroblast activation via increasing inflammatory cytokines, through yet another molecular mechanism, or a combination of these processes remains to be determined.

## Electronic supplementary material

Supplementary Figures

Supplementary File 1

# Supplementary material for: AAV9-mediated Rbm24 overexpression induces fibrosis in the mouse heart
**Source:** Sci Rep. 2018 Aug 3;8:11696. doi: 10.1038/s41598-018-29552-x
**Supplement:** Supplementary file 1 — Supplementary Figures

SUPPLEMENTARY INFORMATION

AAV9-mediated Rbm24 overexpression induces fibrosis in the mouse heart

Maarten M.G. van den Hoogenhof¹, Ingeborg van der Made¹, Nina E. de Groot¹, Amin Damanafshan¹,
Shirley C.M. van Amersfoort¹, Lorena Zentilin², Mauro Giacca², Yigal M. Pinto¹, Esther E. Creemers^{1*}

Experimental Cardiology
Room K2-104-2
Academic Medical Center
Meibergdreef 15
1105AZ Amsterdam
The Netherlands

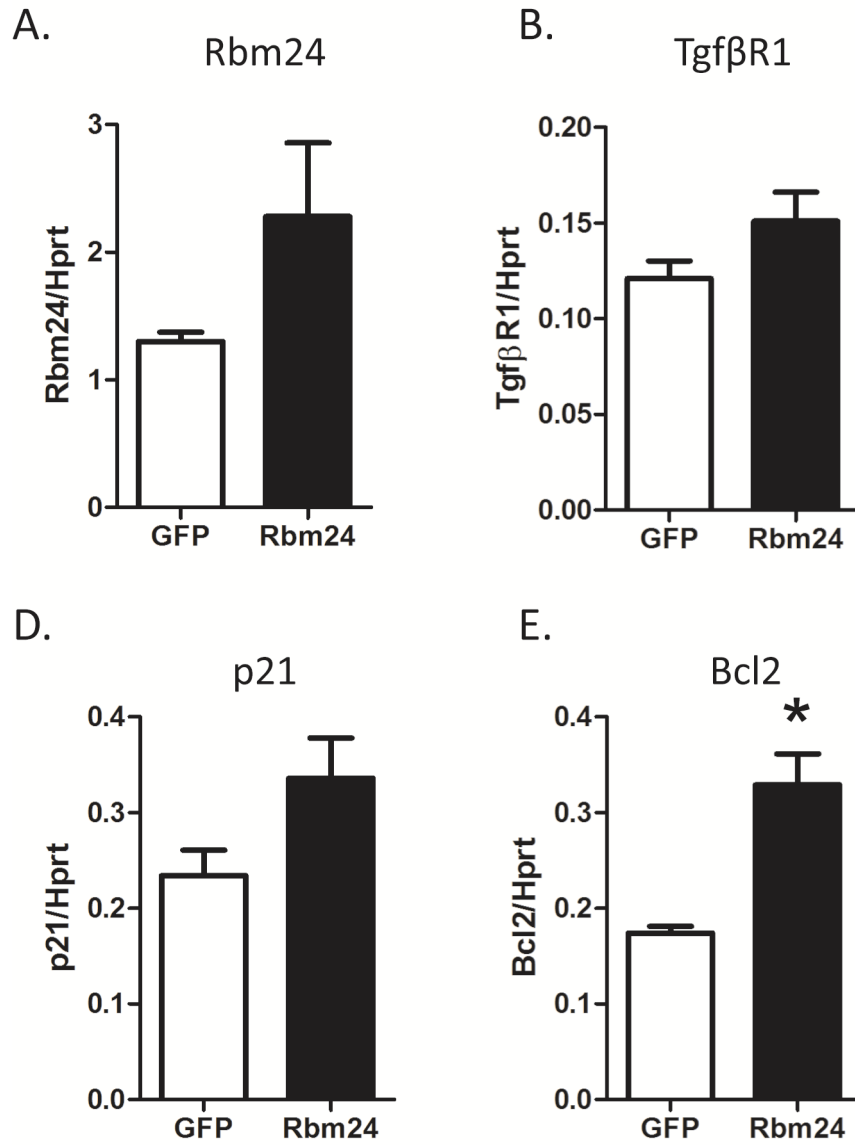

Supplemental Figure 1. qPCR analysis 8 weeks after low dose AAV9 injection. A-D. qPCR analysis in hearts of mice injected with low dose (2×10^{12} vg) of AAV9-GFP or AAV9-Rbm24, 8 weeks after injection.

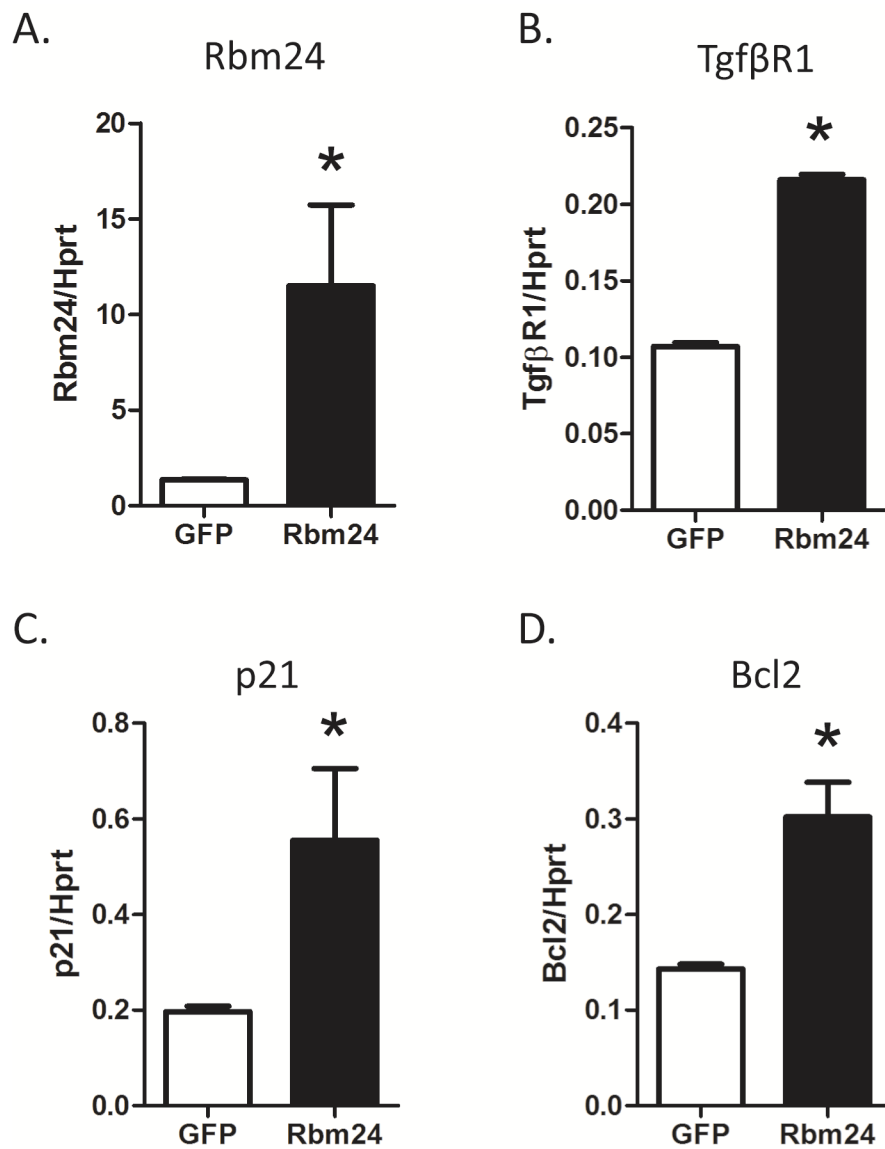

Supplemental Figure 2. qPCR analysis 4 weeks after high dose AAV9 injection. A-D. qPCR analysis in hearts of mice injected with high dose (4×10^{12} vg) of AAV9-GFP or AAV9-Rbm24, 4 weeks after injection.

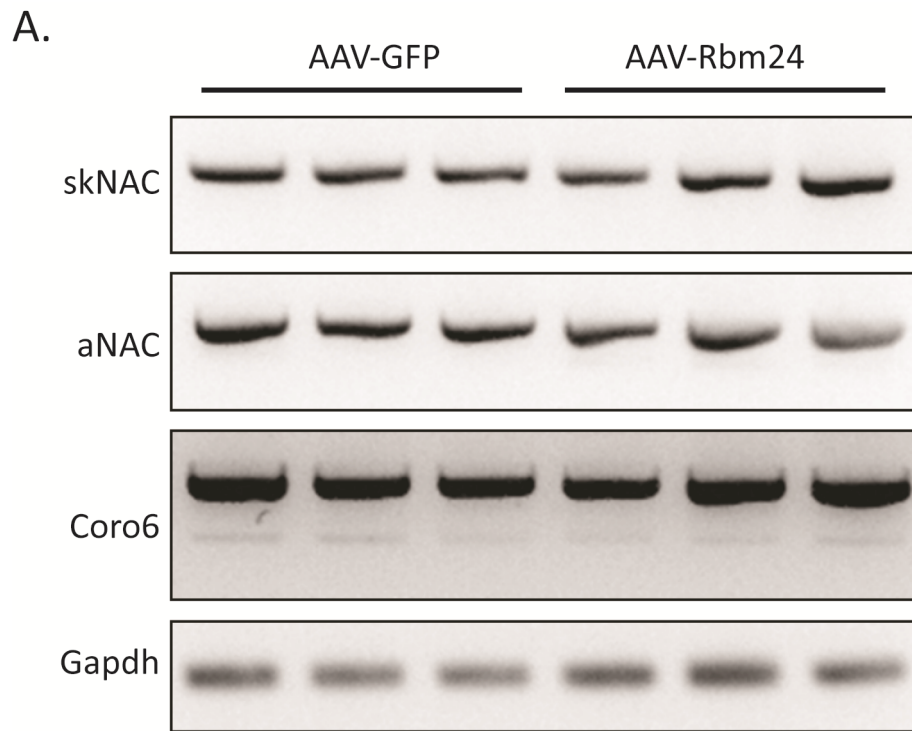

Supplemental Figure 3. Embryonic Rbm24 splicing targets are not altered in AAV9-Rbm24 hearts. RT-PCR analysis of skNAC, α NAC, and Coro6 in hearts of mice injected with AAV9-GFP or AAV9-Rbm24.

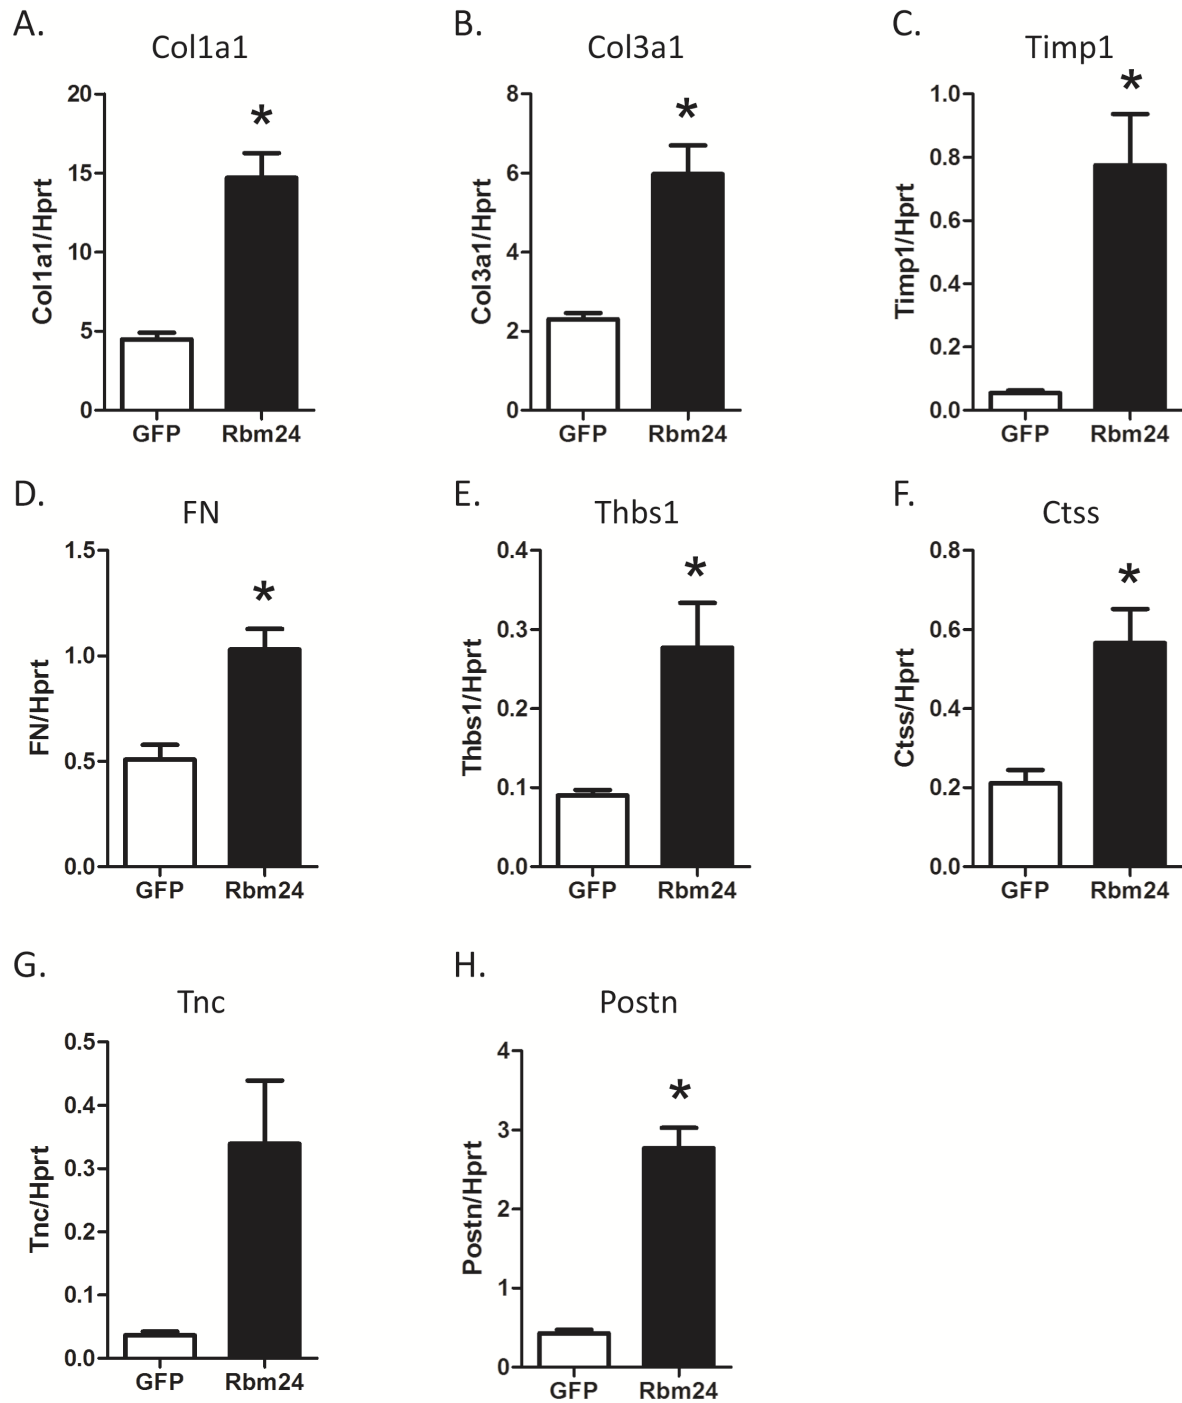

Supplemental Figure 4. Expression of ECM genes 8 weeks after low dose AAV9-Rbm24. A-H. qPCR

analysis in hearts of mice injected with low dose (2×10^{12} vg) of AAV9-GFP or AAV9-Rbm24, 8 weeks after injection.

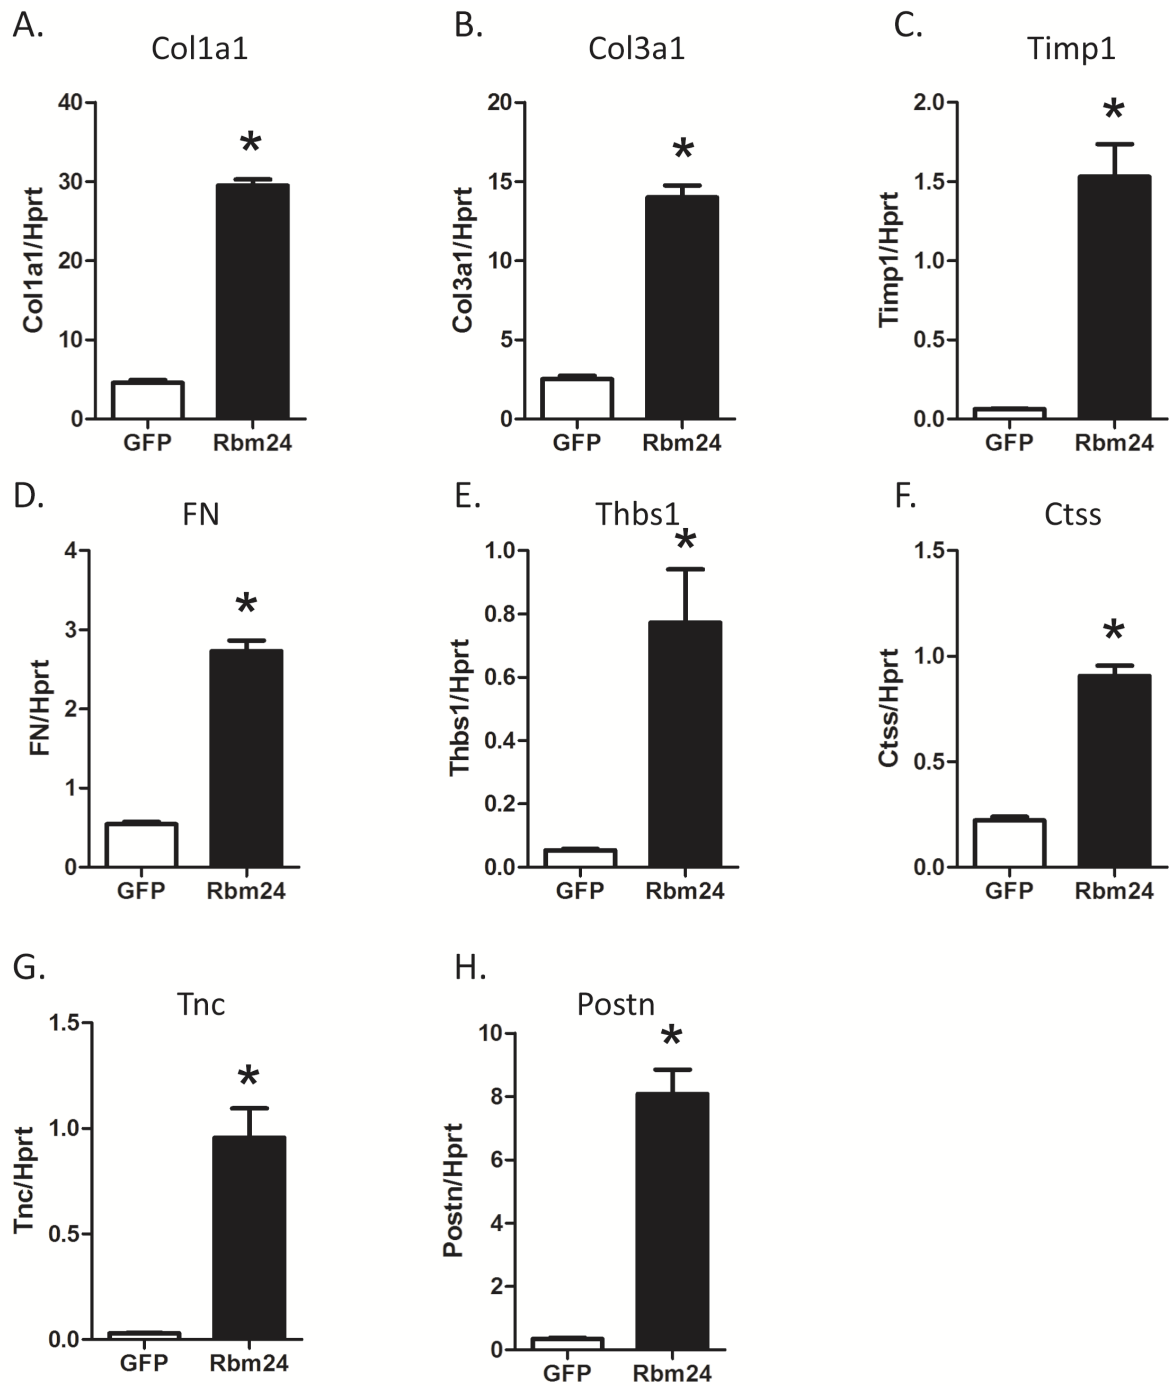

Supplemental Figure 5. Expression of ECM genes 4 weeks after high dose AAV9-Rbm24. A-H. qPCR analysis in hearts of mice injected with high dose (4×10^{12} vg) of AAV9-GFP or AAV9-Rbm24, 4 weeks after injection.

Supplemental Figure 6. Uncut gels/blots.

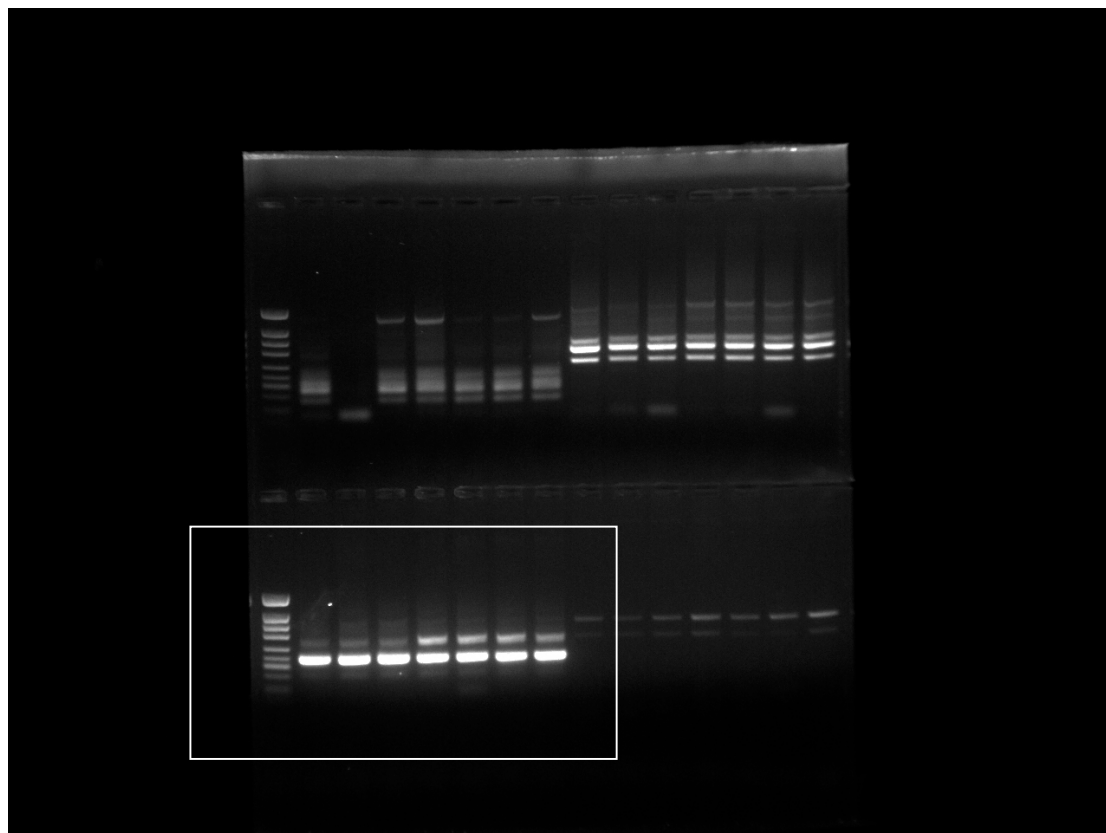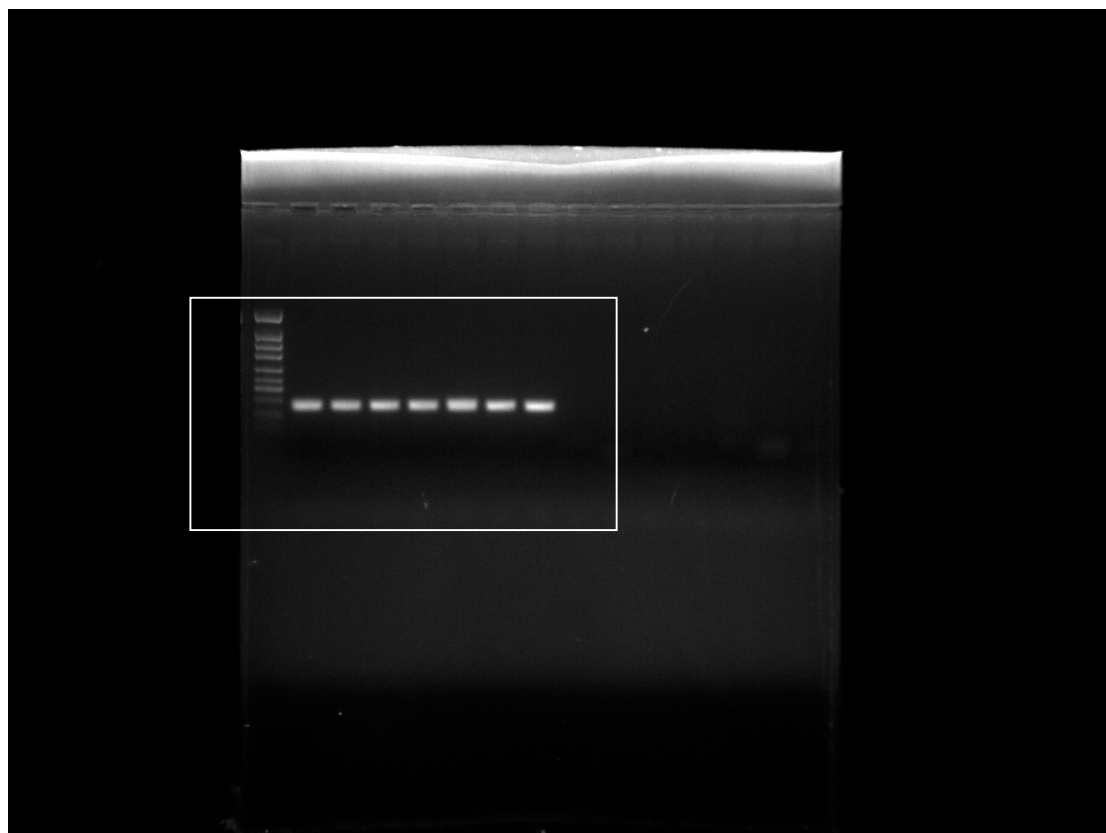

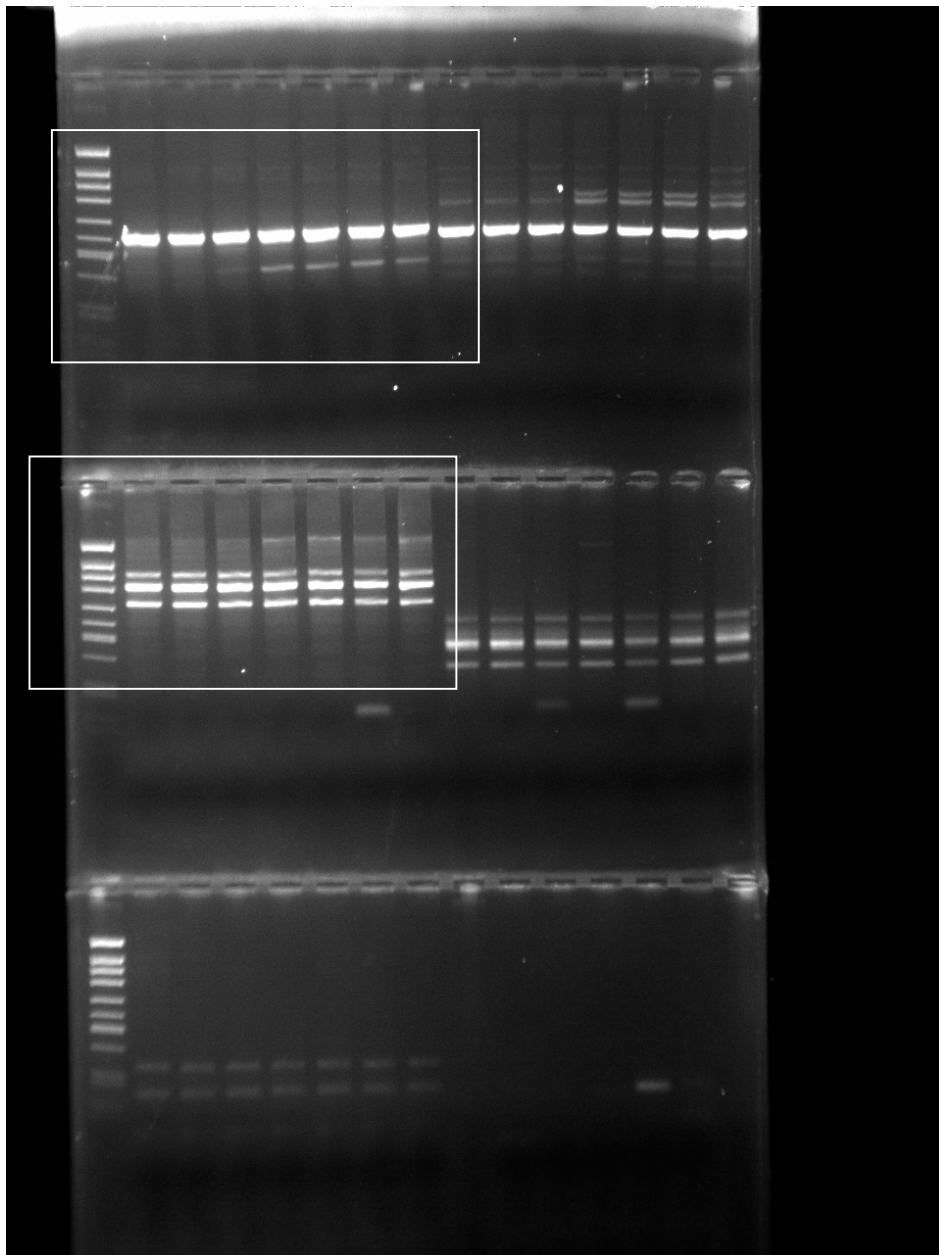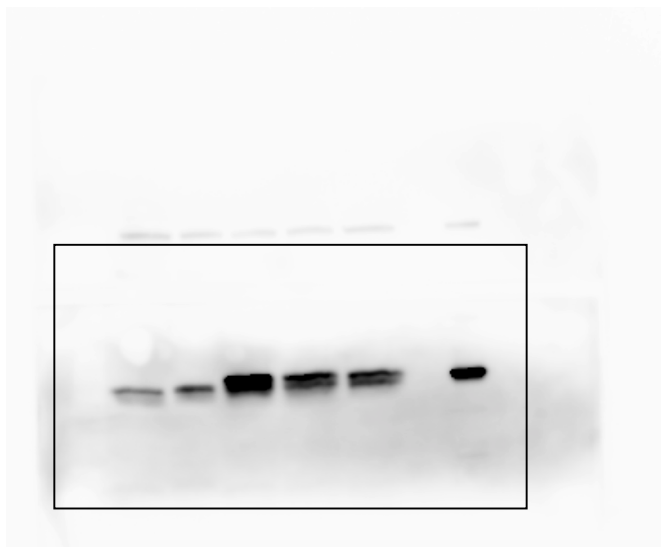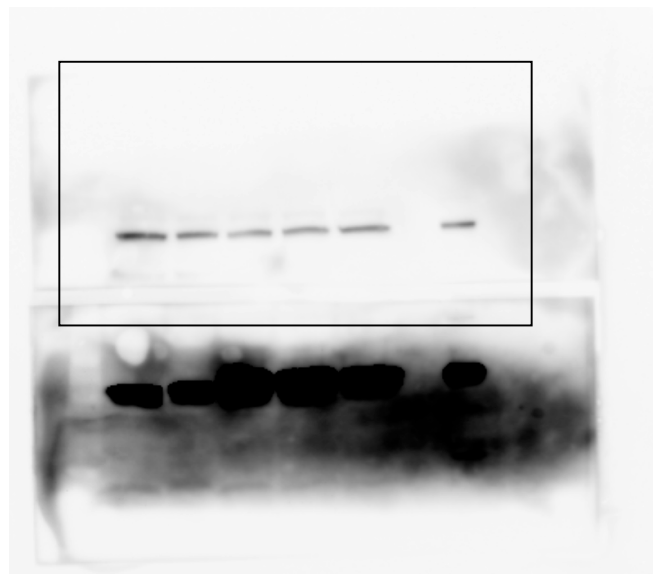

Supplemental Table 1. Primer sequences and antibodies.

**Primers**			
**Gene**	**Forward**	**Reverse**	**Purpose**
Rbm24	GCCAGCCTGCGCAAGTACTTT	GTTGGGATCCTTGCAGGCCCTT	qPCR
Col1a1	CTTCACCTACAGCACCTTGTG	CTTGGTGGTTTTGTATTGATGAC	qPCR
Thbs1	AAGCCCTGTGAAGGTGAAGC	CAGGTGACAGAGCAGATGTC	qPCR
Postn	GGTGATCCCGACTTCAGG	GTTATTTCAACAGGAACTCC	qPCR
Ctss	GGACTACCATTGGGATCTCTGG	CCACTTGGTAGGTATGCATTCC	qPCR
Fn	CACCTACAACCAGTATACACAG	GAGAATCGTCTCTGTCAGC	qPCR
Tnc	CCTGTCCCAATGACTGCAGC	CCTCTGTACTTCTGTCAC	qPCR
Timp1	CGAGACCACCTTATACCAGC	GGGACTTGTGGGCATATCC	qPCR
p21	AAAGTTCCACCGTTCTCGGG	TCCAGACATTCAGAGCCACAG	qPCR
Tgf β R1	AATGGGCTTAGTGTCTGGG	ACCGATGGATCAGAAGGTAC	qPCR
Tgf β R2	AAGCAGACGGATGTCTACTCC	TCCCGCACCTTGGAAACCAATG	qPCR
Bcl2	GCTCTGTGGATGACTGAGTA	CACTTGTGGCCCAGGTATGC	qPCR
Smad5	ACCACTATAAGAGAGTGGAGAG	AACCAGAAGGCTGTGTTGTG	qPCR
Hprt	CCTAAGATGAGCGCAAGTTGAA	CCACAGGACTAGAACACCTGCTAA	qPCR/RT-PCR
Pln	GCTCTGCACTGTGACGATC	TGGAGGCTCTCCTGATAGC	RT-PCR
Pdlim5	GCTGCAGCCAAGAGTGAGC	CGTGTTGCGCTCCACAATGTG	RT-PCR
Ttn	GTCCACGAGGAATGGGAGGA	TTGTCACAGGAACAGGAATC	RT-PCR
skNAC	TACAGAGCAGGAGTTGCCAC	GCAGTTTCAGCTGTTATGGG	RT-PCR
aNAC	TACAGAGCAGGAGTTGCCAC	CTAACTGTGCTTGCTGAGAC	RT-PCR

Coro6	TCATCATCTGGAATGTGGGC	GTACCGAATGCTACTGTCAC	RT-PCR
Gapdh	GGTGGACCTCATGGCCTACA	CTCTCTTGCTCAGTGTCTTGCT	RT-PCR
**Antibodies**			
Rbm24	SAB2104677	Sigma	WB (1:500)
Flag	F1804	Sigma	IHC (1:1000)
Postn	SC-67233	Santa Cruz	IHC (1:100)
α -actn	A7811	Sigma	IHC (1:200)
α -actn	2310-1	Epitomics	IHC (1:200)
Calnexin	208880	Calbiochem	WB (1:1000)

Supplemental File 1. Gene expression and alternative splicing analysis. 

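The gene sheet of this file lists 893 transcript clusters with the Tukey biweight average of each group on the log2 scale, the linear fold change, the p-value of the paper's test and a false discovery rate. All 893 were found among the deposited signals, and all 893 had the same sign there. Biweight averages computed from the deposited signals differed from those in the file by a median of 0.002 on the log2 scale. At the paper's thresholds, 782 of the 893 passed in limma, and 176 passed at an adjusted p under 0.05. These 176 are all the clusters that limma called, and none called lay outside the file. The false discovery rates printed in the gene sheet are the paper's and run from 0.134 to 0.632. The splicing sheet lists 1102 events, each an exon or junction, with its own averages, the fold change of its gene and the splicing index, which is the change of the exon or junction relative to that of its gene. A negative index can thus come from a feature that fell, or from one that rose less than its gene. The lowest false discovery rate in this sheet is 0.525, and 15 events have none.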

See excel File.

How the deposited data were processed for this re-analysis (not part of the article)

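Gene expression was measured in left ventricular RNA of 6 mouse hearts, 3 injected with AAV9-GFP and 3 with AAV9-Rbm24, with 1 Affymetrix Mouse Transcriptome Array 1.0 per heart. Each array carries 1 sample and 1 colour. The mice received 4000000000000 vg at 1 week of age and were sacrificed 2 weeks later. Groups and replicate numbers were taken from the sample labels, and dose and time from the labels and the paper.

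The authors deposited log2 signals, 1 per transcript cluster and array. The submitters' processing notes name RMA and Affymetrix Expression Console, and the paper names the Transcriptome Analysis Console for the comparisons. Their versions, the library file and the genome build are not given in the sources used here, and no coordinates are reported. The values are not centred per gene, have medians of 5.49 to 5.67 per array and end at a ceiling near 19.93, and 71 clusters, Pln and Gapdh among them, followed the array maximum within 0.005. RMA values carry no count of molecules, so the number of arrays limits the precision.

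Of 72688 rows, 6732 controls were left out and 65956 transcript clusters were tested without a filter on dim signals. Gene symbols came from the platform annotation, updated through a RefSeq gene table. Of the clusters, 31258 had 1 symbol, 1492 had several and were not named, and 33206 had none. The 30702 genes with a cluster of their own were each represented by the cluster with the highest mean.

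Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3.77 prior degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the paper, a fold of at least 1.5 and an unadjusted p under 0.05, were applied to the same fit. The unadjusted p was under 0.05 for 5546 clusters. The groups did not overlap for 14.7% of clusters, where chance gives 10%. The median log2 difference of all clusters was -0.027.

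A set of 57 gene lists (matrix, Tgfβ, fibroblast, immune, other cell type, metabolic, stress and control genes) was tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, which asks whether a set's genes move on balance one way. Of these lists, 27 were higher and 5 lower with the preset correlation, none with the estimated one (smallest adjusted p = 0.104), and 12 passed in fry. The fits, the named-gene rule, the lists and the alternatives were set before the data were examined, but after the paper's own tables had been read. The pattern that defines the integrin list had been split by a line break when it was first saved and was rejoined as first written after the data were seen.

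The named genes are the 15 clusters with the largest increase and the 10 with the largest decrease among those with 1 symbol that is no predicted or clone name, an adjusted p under 0.05 and groups that do not overlap, filled up with clusters past the thresholds of the paper where fewer passed, every gene the paper names, and up to 4 members with the smallest p of each list described at a claim. Which lists are described at a claim was settled after their values were seen. Other called members of lists, and genes named only in the closing section, were chosen after their values were seen.

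The procedure was tested on simulated data drawn with the fitted variances, redrawn once from the fitted prior after a first version with the posterior variances had called more of the unchanged clusters. Of 50 changed clusters at each size among 65956, 2% were called at 1.5-fold, 54% at 2-fold, 98% at 4-fold and 100% at 8-fold, and 3 of 65756 unchanged clusters were called. Of the unchanged ones, 527 passed the thresholds of the paper in limma. Of 57 lists, the 1 shifted by 0.5 on the log2 scale was called and no other was. The simulated clusters varied independently of each other. The simulation therefore cannot show how often lists are called falsely where their genes vary together.

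Alternatives were a minimum mean log2 signal of 6 or 8, clusters with 1 symbol only, an intensity trend or robust variances, renewed quantile normalization, centring on the array median, array weights, the replicate number as a block, each array left out, the methods' analysis of variance with means or Tukey biweight averages, other fold minimums, fry, and the mean of all clusters of a gene. Exon and junction signals of single arrays were not analysed here, so the splicing results rest on the paper's table and the gene-level signals.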

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

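The tests of splicing indices and of Rbm24, and the comparison of macrophage with endothelial genes, were chosen after the results were seen; the splits of the arrays and the share of the rise left without 1 array were set before.

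In gene lists that the paper does not discuss, some members rose in the AAV9-Rbm24 hearts. Hspa1a, in the heat shock list, had a log2 fold change of 6.69, a lower bound where its AAV9-GFP signal is background. The paper's splicing sheet gives it a smaller gene fold, 23.79 against 103 here, so the size of its rise is uncertain. In the immediate early list it was Nr4a3 with 1.04 (adjusted p = 0.04 from limma), whose AAV9-GFP mean of 5.60 lies near the array medians (5.49 to 5.67). In the list of sex chromosome and pseudoautosomal genes, Mid1 rose by 1.24 (adjusted p = 0.0308 from limma), and its other cluster had a log2 fold change of 0.90. In the lysosome list Ctss rose by 3.03, beside Cd63 (1.1) and Ctsc (1.13). Of these 6 genes, the calls of 5, 6 and 5 ended without AAV9-GFP replicate 1, 2 and 3 and those of 4, 4 and 3 without AAV9-Rbm24 replicate 1, 2 and 3, and the smallest adjusted p of all clusters without AAV9-GFP replicate 2 was 0.0766 from limma.

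Of 658 events with a negative splicing index, 461 lie in genes that rose at least 1.5-fold by the paper's table, which the index favours by construction, since it subtracts the change of the gene. A fall of the exons' or junctions' own signal is argued against for most of these, since their median own log2 change was -0.06 and 39 of them fell by at least 1.5-fold. Whether these features stayed flat for a reason of their own cannot be told apart from the selection of the events. Of the 461, 77% changed by less than 1.5-fold, and features with a positive index in genes that fell had a median own change of 0.29, but a feature at the smallest index in the table, 2, would have one of 0.45 in a gene with the median rise of 1.45 and one of 0.17 in a gene with the median change of -0.83. Isoforms that incoming cells bring were not tested.

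Rbm24 had a 2.14-fold higher mean on the arrays and missed the adjusted threshold (adjusted p = 0.0607 from limma). Complete saturation is argued against by the range of 0.54 on the log2 scale among the AAV9-Rbm24 arrays, where clusters that follow the array maximum vary by under 0.05. Of the 8 matrix genes of Fig. 4A, 3 had an array fold below the qPCR fold. Those qPCR folds were read by eye and their legend gives no dose, so this speaks only weakly against a general compression. Partial compression of bright signals stays open. The vector carries the open reading frame of Rbm24 by the paper. Whether probes outside it lower the gene-level value cannot be told apart from other causes. The reason is that the paper's table lists only features that depart from the gene level. The 3 listed for Rbm24 changed by -0.18, 2.17 and 2.36 on the log2 scale.

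Of 23 macrophage markers 5 rose, and of 68 matrix glycoprotein and proteoglycan genes 7 rose. Both lists were higher in camera with a preset correlation and not with an estimated correlation (adjusted p = 0.129 and 0.176), and none of these genes passed without AAV9-GFP replicate 2, where the smallest adjusted p was 0.0766 from limma. For the macrophage markers, a lower share of cardiomyocyte RNA alone is argued against. The mean change of their list exceeded that of the endothelial list by 1.22 on the log2 scale (standard error 0.27, exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). This comparison was chosen after the list values were seen, so its p does not measure a test set in advance. The matrix list was not compared in this way, so for the matrix genes the question stays open. No single array carried the higher medians, since at least 74.9% of the median of the macrophage and matrix glycoprotein lists was left without any 1 array. Incoming macrophages are a hypothesis from the 23 markers, of which 19 had a mean log2 signal of at least 6 in the AAV9-GFP hearts, 13 are in another list and 17 are in the paper's own table. Among the markers with high signals, which do not rank transcripts of different genes, Lyz2 had a mean of 15.11 on the log2 scale with AAV9-Rbm24 and 11.58 with AAV9-GFP, and C1qb one of 13 and 10.94, while Ly6c2 had 14.99 and 14.71 and did not pass (log2 fold change 0.29, adjusted p = 0.769 from limma; Ly6c2 was chosen after its values were seen). Whether the Ly6c2 probes also read transcripts of other genes was not tested. More macrophages, or more transcript per cell, remain open, and cell counts or stained sections, which would tell them apart, were not analysed here.

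Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The real split called 176 clusters and put 1177 past the thresholds of the paper, against at most 0 and 462 in the others, so that 1 split, the real one, gave results as large. It called 32 lists by camera with a preset correlation, and another split, with 2 hearts of one group and 1 of the other on each side, called 30.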

How the results depend on the processing

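With 3 hearts per group the counts of called transcript clusters moved when single arrays were left out. Array signals are limited by the ceiling and by background rather than by depth. No alternative was chosen after the results were seen. The 159 higher and 17 lower clusters became 217 and 36 with a minimum mean log2 signal of 6, 109 and 17 with one of 8, 218 and 37 among clusters with 1 symbol, 148 and 11 after centring on the array median, and 238 and 63 with array weights, while each array left out gave between 0 and 90 higher and between 0 and 4 lower. The methods' ANOVA, with means or biweight averages, called 0 higher and 0 lower after adjustment. Past the thresholds of the paper, 813 and 364 became 389 and 153 with a minimum of 8 and 491 and 139 among clusters with 1 symbol, and ranged from 779 to 962 and from 407 to 626 with an array left out. Fewer clusters were tested under the filters, and a fit with an array left out has fewer hearts and so less power. Calls lost there do not by themselves show dependence on that array. For the other settings the cause was not tested. Rbm24 passed, with a log2 fold change of 1.1, under both minimums, among clusters with 1 symbol and with a trend.

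With the replicate number as a block, 76 clusters were higher and 7 lower. Nothing says that a number marks a shared litter or day. The deviations of same-numbered hearts from their group means correlated between 0.027 and 0.152 over all clusters and between 0.097 and 0.233 above a mean of 6. By these deviations, 5 and 6 of the 6 arrays correlated best with their own number, a weak hint from the data and not the design. The deviations sum to 0 within each group, so these matches are not independent of each other.

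With an estimated correlation, by adjusted p, fibrous and network collagens 0.349, matrix glycoproteins and proteoglycans 0.176, matrix remodelling enzymes and inhibitors 0.226, Tgfb pathway 0.349, Tgfb target genes 0.229, activated fibroblast markers 0.226, resting fibroblast markers 0.129, macrophage and monocyte markers 0.129, monocyte and recruited macrophage markers 0.104, conduction system markers 0.349, cardiac stress and fetal genes 0.104, cardiac ion channels and calcium handling 0.226, fatty acid oxidation 0.815, oxidative phosphorylation 0.512, TCA cycle and pyruvate oxidation 0.41, cell cycle genes 0.64, growth factors and receptors 0.176, chemokines 0.176, interleukins and receptors 0.734, toll-like receptors 0.176, complement 0.104, MHC class II 0.189, MHC class I presentation 0.349, type I interferon response 0.391, endoplasmic reticulum stress 0.408, p53 target genes 0.307, integrins 0.307, TNF superfamily and TNF-related genes 0.357, paper ECM qPCR panel 0.176, ribosomal proteins 0.453, immediate early genes 0.226, lysosome and phagocytosis 0.176 lost the call. In fry, by adjusted p, fibrous and network collagens 0.128, matrix remodelling enzymes and inhibitors 0.0779, Tgfb pathway 0.114, Tgfb target genes 0.0919, activated fibroblast markers 0.0822, conduction system markers 0.227, cardiac ion channels and calcium handling 0.0702, fatty acid oxidation 0.749, oxidative phosphorylation 0.227, TCA cycle and pyruvate oxidation 0.154, cell cycle genes 0.57, interleukins and receptors 0.342, MHC class I presentation 0.155, type I interferon response 0.259, endoplasmic reticulum stress 0.227, p53 target genes 0.129, integrins 0.0702, TNF superfamily and TNF-related genes 0.114, ribosomal proteins 0.295, immediate early genes 0.0702 lost the call, and NK cell markers 0.973, endothelial markers 0.973, smooth muscle and pericyte markers 0.973, glycolysis and hypoxia 0.976, fetal growth and imprinted genes 0.973 turned direction. With a minimum mean log2 signal of 8, by adjusted p, Tgfb pathway 0.165, cell cycle genes 0.266, toll-like receptors 0.059, MHC class I presentation 0.071, endoplasmic reticulum stress 0.292, p53 target genes 0.918, integrins 0.166 lost the call, mesothelial and epicardial markers 0.00822, cardiomyocyte sarcomere 0.0105, circadian clock and output 0.0144 gained a call, and resident macrophage markers 0.575, endothelial markers 0.156, smooth muscle and pericyte markers 0.508, atrial markers 0.508, glycolysis and hypoxia 0.508, growth factors and receptors 0.35, heat shock and chaperones 0.918, Bcl2 family 0.436, TNF superfamily and TNF-related genes 0.918, housekeeping genes 0.824, immediate early genes 0.35, fetal growth and imprinted genes 0.575 turned direction. With a minimum mean log2 signal of 6, by adjusted p, cell cycle genes 0.0625, growth factors and receptors 0.359, MHC class I presentation 0.0689, endoplasmic reticulum stress 0.0775, p53 target genes 0.318 lost the call, cardiomyocyte sarcomere 0.00965 gained a call, and T cell markers 0.443, B cell markers 0.703, dendritic cell markers 0.566, endothelial markers 0.361, smooth muscle and pericyte markers 0.428, Schwann and neural markers 0.964, atrial markers 0.741, skeletal muscle markers 0.589, glycolysis and hypoxia 0.589, Bcl2 family 0.96, fetal growth and imprinted genes 0.243 turned direction. After renewed quantile normalization, by adjusted p, conduction system markers 0.0554, growth factors and receptors 0.0917, MHC class I presentation 0.0616, endoplasmic reticulum stress 0.101, p53 target genes 0.147 lost the call, cardiomyocyte sarcomere 0.00144 gained a call, and endothelial markers 0.299, smooth muscle and pericyte markers 0.666, adipocyte markers 0.967, atrial markers 0.993, glycolysis and hypoxia 0.359, fetal growth and imprinted genes 0.993 turned direction. With array weights, by adjusted p, fatty acid oxidation 0.194, growth factors and receptors 0.077, MHC class I presentation 0.077, endoplasmic reticulum stress 0.143, p53 target genes 0.118 lost the call, cardiomyocyte sarcomere 0.00731 gained a call, and endothelial markers 0.586, smooth muscle and pericyte markers 0.499, glycolysis and hypoxia 0.378, housekeeping genes 0.993 turned direction. After centring on the array median, by adjusted p, Bcl2 family 0.0479 gained a call, and smooth muscle and pericyte markers 0.945 turned direction. With the replicate number as a block, by adjusted p, Bcl2 family 0.0273 gained a call, and smooth muscle and pericyte markers 0.979 turned direction. With an array left out, lists that changed their call or direction ranged, in adjusted p, over Tgfb pathway 1.82e-06 to 0.0761, resident macrophage markers 0.0515 to 0.829, T cell markers 0.186 to 0.99, B cell markers 0.377 to 0.848, NK cell markers 0.177 to 0.981, neutrophil markers 0.481 to 0.99, dendritic cell markers 0.377 to 0.946, endothelial markers 0.0615 to 0.956, smooth muscle and pericyte markers 0.116 to 0.956, mesothelial and epicardial markers 0.0164 to 0.777, adipocyte markers 0.194 to 0.844, atrial markers 0.64 to 0.981, conduction system markers 0.000158 to 0.108, skeletal muscle markers 0.377 to 0.981, erythroid markers 0.0993 to 0.925, cardiomyocyte sarcomere 0.00203 to 0.463, fatty acid oxidation 0.000127 to 0.774, glycolysis and hypoxia 0.186 to 0.934, cell cycle genes 1.09e-10 to 0.522, growth factors and receptors 0.00199 to 0.188, interleukins and receptors 0.000137 to 0.26, MHC class I presentation 0.00169 to 0.0869, heat shock and chaperones 0.0116 to 0.481, endoplasmic reticulum stress 0.000985 to 0.277, p53 target genes 0.00785 to 0.233, Bcl2 family 0.0227 to 0.3, TNF superfamily and TNF-related genes 0.00194 to 0.0533, splicing factors and muscle RNA-binding proteins 0.00139 to 0.922, housekeeping genes 0.249 to 0.844, circadian clock and output 0.0249 to 0.824, fetal growth and imprinted genes 0.808 to 0.933. The cause was not tested. Of 76 list results that turned direction, 72 missed the threshold under both settings. Of the 32 lists called, 19 kept direction and call under all alternatives but the estimated correlation and fry.

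Log2 fold changes near 0 turned sign for Smad5 (-0.01), Ttn (0.01) and Hprt (-0.06) after quantile normalization, for Ttn (0.02) and Map3k7 (0.02) after centring and for Map3k7 (0.03) with biweight averages. With an array left out they ranged over Smad5 -0.01 to 0.09, Ttn -0.02 to 0, Hprt -0.05 to 0.1, Map3k7 -0.07 to 0.07, Mrtfa -0.02 to 0.07, Srf -0.4 to 0.12. The other 122 of 128 named genes kept their direction under every alternative that gave them a value, which a minimum signal of 6 did for 118 and one of 8 for 78. Of the 60 named genes called, calls ended, by adjusted p from limma, after renewed quantile normalization for Cd84 0.0563, Col1a2 0.0604, Col3a1 0.0861, Sult3a2 0.0572, Mmp12 0.0634, Ccl9 0.0521, Ccl2 0.0616, Il1rl2 0.0526, C1qa 0.0774, Aspn 0.0634, Svep1 0.0572, Bcl2a1d 0.0637, Bcl2a1a 0.071, Nr4a3 0.0502, Mid1 0.0723; with the replicate number as a block for Mpeg1 0.0593, Clec7a 0.066, Col1a2 0.0769, Col3a1 0.102, Lrtm1 0.0534, Maob 0.072, As3mt 0.0584, Sult3a2 0.0812, Lum 0.0579, Dpt 0.055, H2-Aa 0.0645, Ccl3 0.0648, Il1rl2 0.0858, Tlr13 0.0524, Tlr8 0.0674, Tlr1 0.0842, Serping1 0.0602, Hgf 0.0631, Itgbl1 0.0523, Igsf10 0.0754, Aspn 0.108, Svep1 0.0632, Tlr4 0.0558, Hspb1 0.0534, Bcl2a1a 0.0523, Nr4a3 0.0858, Ctsc 0.0842; with robust variances for Col3a1 0.0536, C1qa 0.0533; after centring on the array median for Lrtm1 0.0581, Sult3a2 0.0502, C1qa 0.055, Aspn 0.0507, Svep1 0.0511. Without AAV9-GFP replicate 1, 2 and 3 the calls of 55, 60 and 51 ended, without AAV9-Rbm24 replicate 1, 2 and 3 those of 45, 53 and 30, and with the methods' ANOVA, with means or biweight averages, those of all 60. Of the named genes that missed the adjusted threshold, 27 passed under some alternative. They were, with a minimum mean log2 signal of 6 Drd2, Tgfbr1, Ccn2, Mmp19, Dcn, Ccn1, Runx1, Ccr2, Il1r1, Il4ra, Itgb5, Tnfaip6, Xirp2, Rrad, Clcn1, Dnajb1; among clusters with 1 symbol Drd2, Tgfbr1, Col1a1, Postn, Ccn2, Col6a3, Mmp19, Dcn, Id2, Ccn1, Runx1, Ccr2, Il1r1, Il4ra, Cenpf, Itgb5, Tnfaip6, Timd4, Xirp2, Rrad, Clcn1, Dnajb1; with array weights Drd2, Mmp19, Dcn, Runx1, H2-Eb1, H2-Ab1, Il1r1, Il4ra, Cenpf, Tnfaip6, Xirp2, Rrad, Clcn1; with a minimum mean log2 signal of 8 Tgfbr1, Ccn2, Dcn, Ccn1, Il1r1, Il4ra, Itgb5, Xirp2, Rrad, Dnajb1; with an intensity trend Dcn, Xirp2; after centring on the array median Tnfaip6, Rrad; without AAV9-GFP replicate 3 Nppa; without AAV9-Rbm24 replicate 3 Col1a1, Postn, Tnc, Timp1, H2-Eb1; without AAV9-Rbm24 replicate 1 Postn.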

Differences from the paper's values

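Rbm24 is reported by the paper as upregulated about 15-fold by qPCR, where the arrays gave 2.14-fold. None of the alternatives set before the data were examined brought the array value within the paper's, which ranged from 1.92-fold without AAV9-Rbm24 replicate 3 to 2.32-fold without AAV9-GFP replicate 1 or AAV9-Rbm24 replicate 1. The gene sheet of the paper's file gives 2.25-fold on the arrays.

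For Thbs1 the paper's qPCR ratio is about 8.5 in Fig. 4A, read by eye, and the array value was 18.1-fold. The legend gives 2 weeks but no dose. The values no longer differed by the criteria used here after renewed quantile normalization (17.9), with array weights (15.3), without AAV9-GFP replicate 2 (16.2), without AAV9-Rbm24 replicate 3 (14.1) and in the methods' ANOVA with biweight averages (15.2), and differed under the others.

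For Timp1 the paper's qPCR ratio is about 20 in Fig. 4A, read by eye, and the array value was 7.52-fold. Its AAV9-GFP signal of 5.71 lay near the array medians (5.49 to 5.67), and if that is background the array value is a lower bound and does not differ. Only without AAV9-Rbm24 replicate 1 (10.4) did the values not differ by those criteria. Of 95 compared values, these 3 differed. The comparison took in 78 named genes of the paper's own file, whose values rest on the same arrays. Their agreement is therefore not independent evidence. A fold counted as different when one value was more than 1.5 times the other and the gap was larger than the SD of the fold over the 3 AAV9-Rbm24 hearts, and a count when one was more than 1.5 times the other. Thbs1 lies at the edge of the SD criterion.

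The paper counts 646 higher and 247 lower genes at a fold of 1.5 and an unadjusted p under 0.05. In limma at these thresholds the counts were 813 and 364. With the methods' ANOVA they were 664 and 251 with means and 653 and 252 with biweight averages, a setting under which all 893 clusters of the paper's table passed.

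The paper reports genes of cellular proliferation as enriched, by gene ontology. No ontology test was run here, and the list of 46 cell cycle genes is another set, so it does not test that enrichment. No cell cycle gene passed the adjusted threshold in limma (2 higher and 1 lower at an unadjusted p under 0.05). At the thresholds of the paper none was higher and 1 (Cenpf) was lower. Of the 46, 41 had higher and 5 lower means, with a median log2 fold change of 0.2. The list's call in camera ended without AAV9-Rbm24 replicate 3 (adjusted p = 0.522) and with an estimated correlation (adjusted p = 0.64). Of the growth factor and receptor genes, 4 rose. The paper names Tgfb2 and Tgfbr2 as increased. They passed the thresholds of the paper, with 1.54-fold and 1.58-fold, and not the adjusted threshold.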

Other observations

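Among the genes named here, Nppb, Clcn1, Kcnj3, Kcnd2, Hcn4, Hcn2, Hrc, Timd4, Mrc1, Cd163, Aqp1, Dnajb1, Fkbp4, Bcl2a1c and Bik were chosen after their values were seen. Of 19 cardiac stress and fetal genes, Ankrd1 rose by a log2 fold change of 1.58 (adjusted p = 0.0217 from limma) to a mean signal of 19.41, where the arrays end near 19.93, so that compression there would make it a lower bound, none fell, and 10 were higher when adjusted over the list alone, among them Nppb (3.15) and Nppa (2.76), with adjusted p = 0.141 and 0.149 from limma. With an array left out Nppb ran from 2.34 without AAV9-GFP replicate 2 to 3.83 without AAV9-GFP replicate 1, and Nppa from 2.21 without AAV9-GFP replicate 2 to 3.48 without AAV9-GFP replicate 3, where it passed (adjusted p = 0.0304 from limma, range over all alternatives 0.0304 to 0.57). Of 36 genes of ion channels and calcium handling, none passed the adjusted threshold in limma (1 higher and 11 lower at an unadjusted p under 0.05) and 6 were lower when adjusted over the list alone, the chloride channel Clcn1 (-0.69), the potassium channels Kcnj3 (-0.74) and Kcnd2 (-0.94), the pacemaker channels Hcn4 (-0.73) and Hcn2 (-0.53) and Hrc (-0.45). In camera the stress list was higher (adjusted p = 2.95e-11) and the channel list lower (adjusted p = 2e-07), and neither was with an estimated correlation (adjusted p = 0.104 and 0.226). Of 32 heat shock and chaperone genes, 3 rose and none fell, 15 had lower means, and 4 were higher (also Dnajb1) and 1 lower (Fkbp4, -0.55) when adjusted over the list alone. Besides Hspa1a, the chaperones Hsp90aa1 and Hspb1 rose by 1.39 and 0.98 (adjusted p = 0.0222 and 0.0241 from limma). Of 18 genes of the Bcl2 family, the paralogs Bcl2a1a and Bcl2a1d rose by 1.34 and 1.11 (adjusted p = 0.0344 and 0.0323 from limma), none fell, and over the list alone Bcl2a1c was also higher and Bik lower (-0.32). The AAV9-GFP means of Bcl2a1a (5.44) and Bcl2a1d (5.35) lie below the array medians (5.49 to 5.67). Their folds are lower bounds where that signal is background. Of the 6 genes called here, the calls of 4, 6 and 5 ended without AAV9-GFP replicate 1, 2 and 3 and those of 4, 5 and 5 without AAV9-Rbm24 replicate 1, 2 and 3, and the smallest adjusted p of all clusters without AAV9-GFP replicate 2 was 0.0766 from limma.

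All 23 genes of the TCA cycle and pyruvate oxidation and 78 of 81 of oxidative phosphorylation had lower means in the AAV9-Rbm24 hearts, with medians of -0.19 and -0.12. None passed in limma (5 and 6 were lower at an unadjusted p under 0.05), and both lists lost their camera call (adjusted p = 2.3e-07 and 1.86e-08) with an estimated correlation (adjusted p = 0.41 and 0.512). The groups overlap, with mean z-scores for the TCA list of 0.8, 0.1 and 0.95 in AAV9-GFP replicates 1, 2 and 3 and of 0.15, -0.65 and -1.36 in AAV9-Rbm24 replicates 1, 2 and 3, and for oxidative phosphorylation of 0.44, -0.03 and 1.04 against 0.19, -0.48 and -1.16. Among 11 markers of resident macrophages, Timd4 and Cd163 had log2 fold changes of -0.83 and -0.42 and Mrc1 one of 1.19 (adjusted p = 0.0953, 0.392 and 0.104 from limma). Of the endothelial markers, Aqp1 was lower when adjusted over the list alone (-0.90, adjusted p = 0.072 from limma).

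The other lists had these median log2 fold changes, with the camera adjusted p at a preset correlation after each. Called higher at that setting and not with an estimated correlation, whose adjusted p comes second, were lysosome and phagocytosis 0.57 (2.41e-25 and 0.176), immediate early genes 0.3 (2.94e-07 and 0.226), type I interferon response 0.21 (1.41e-06 and 0.391), ribosomal proteins 0.13 (3.38e-06 and 0.453), endoplasmic reticulum stress 0.13 (0.00536 and 0.408), MHC class I presentation 0.12 (0.00956 and 0.349), p53 target genes 0.09 (0.032 and 0.307), and called lower in the same way were conduction system markers -0.14 (0.0188 and 0.349), fatty acid oxidation -0.15 (0.0347 and 0.815). The fatty acid oxidation list turned direction without AAV9-Rbm24 replicate 3 (0.497), whose mean z-score was -1.41 against 0.51 and 0.25 in AAV9-Rbm24 replicates 1 and 2, and did not pass without AAV9-GFP replicate 1 (0.774) or 2 (0.0678), in a range of 0.000127 to 0.815 over all alternatives. The conduction list did not pass without AAV9-GFP replicate 3 (0.083), AAV9-Rbm24 replicate 1 (0.0637) or 2 (0.108), range 0.000158 to 0.349. Without AAV9-GFP replicate 2 and without AAV9-Rbm24 replicate 3, neither endoplasmic reticulum stress (0.277 and 0.0871, range 0.000985 to 0.408), MHC class I presentation (0.0869 and 0.0852, range 0.00169 to 0.349) nor p53 target genes (0.233 and 0.0656, range 0.00785 to 0.918) passed, the last also not without AAV9-GFP replicate 1 (0.0519) or AAV9-Rbm24 replicate 2 (0.0588). Not called were Bcl2 family 0.06 (0.0583), cardiomyocyte sarcomere -0.09 (0.0583), splicing factors and muscle RNA-binding proteins 0.05 (0.0756), heat shock and chaperones 0.01 (0.117), circadian clock and output -0.16 (0.2), chemokine receptors 0 (0.204), mast cell markers 0.22 (0.218), mesothelial and epicardial markers 0.02 (0.297), resident macrophage markers -0.04 (0.391). Also not called were adipocyte markers -0.03 (0.572), skeletal muscle markers -0.02 (0.726), dendritic cell markers -0.04 (0.817), B cell markers -0.04 (0.821), neutrophil markers 0.01 (0.9), T cell markers 0.01 (0.9), endothelial markers 0.06 (0.948), atrial markers -0.04 (0.948), glycolysis and hypoxia -0.04 (0.974), smooth muscle and pericyte markers -0.04 (0.974), NK cell markers -0.02 (0.974). The means of the skeletal muscle, dendritic cell, T cell, atrial and glycolysis lists had the sign opposite to their medians. In 5 other lists that were not called, some members had no cluster of their own and so no value. These lists were erythroid markers -0.09 (0.666), sex chromosome and pseudoautosomal genes -0.02 (0.509), fetal growth and imprinted genes -0.05 (0.974), Schwann and neural markers 0.02 (0.42) and housekeeping genes 0.04 (0.473). In this order 7, 4, 4, 2 and 3 members had no value, and 3, 11, 13, 7 and 11 had one.

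Of the genes that the paper measured by qPCR, Cdkn1a (p21) had a log2 fold change of 1.79 (standard error 0.53, adjusted p = 0.356 from limma), passed the thresholds of the paper and was higher in all 3 AAV9-Rbm24 hearts than in any AAV9-GFP heart, with values of 1.27 without AAV9-GFP replicate 2 and 2.44 without AAV9-GFP replicate 3 (adjusted p = 0.0738 from limma, range over all alternatives 0.0738 to 0.675). Bcl2 had one of 0.19 (standard error 0.10, adjusted p = 0.692 from limma) and Smad5 one of 0.04 (standard error 0.10, adjusted p = 0.956 from limma), which turned to -0.01 after quantile normalization. The splicing targets Naca and Coro6 had gene-level log2 fold changes of -0.15 and -0.09 (adjusted p = 0.783 and 0.894 from limma). Il1b had one of 0.43 (adjusted p = 0.322 from limma), and Mbnl1 one of 0.11 (adjusted p = 0.834 from limma).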
